# Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles

**DOI:** 10.1186/1471-2164-11-192

**Published:** 2010-03-22

**Authors:** Annabelle Monnier, Silvia Liverani, Régis Bouvet, Béline Jesson, Jim Q Smith, Jean Mosser, Florence Corellou, François-Yves Bouget

## Abstract

**Background:**

Picoeukaryotes represent an important, yet poorly characterized component of marine phytoplankton. The recent genome availability for two species of *Ostreococcus *and *Micromonas *has led to the emergence of picophytoplankton comparative genomics. Sequencing has revealed many unexpected features about genome structure and led to several hypotheses on *Ostreococcus *biology and physiology. Despite the accumulation of genomic data, little is known about gene expression in eukaryotic picophytoplankton.

**Results:**

We have conducted a genome-wide analysis of gene expression in *Ostreococcus tauri *cells exposed to light/dark cycles (L/D). A Bayesian Fourier Clustering method was implemented to cluster rhythmic genes according to their expression waveform. In a single L/D condition nearly all expressed genes displayed rhythmic patterns of expression. Clusters of genes were associated with the main biological processes such as transcription in the nucleus and the organelles, photosynthesis, DNA replication and mitosis.

**Conclusions:**

Light/Dark time-dependent transcription of the genes involved in the main steps leading to protein synthesis (transcription basic machinery, ribosome biogenesis, translation and aminoacid synthesis) was observed, to an unprecedented extent in eukaryotes, suggesting a major input of transcriptional regulations in *Ostreococcus*. We propose that the diurnal co-regulation of genes involved in photoprotection, defence against oxidative stress and DNA repair might be an efficient mechanism, which protects cells against photo-damage thereby, contributing to the ability of *O. tauri *to grow under a wide range of light intensities.

## Background

Photosynthesis by picophytoplankton (cyanobacteria and eukaryotic microalgae with a size < 2 μm) makes a significant contribution to global organic carbon production through carbon dioxide assimilation in the oceans. Eukaryotic picophytoplankton has a world- wide distribution and is an important contributor to biogeochemical cycles [1,2]. Of picoeukaryotes, three abundant ubiquitous genera from prasinophytes, *Ostreococcus*, *Bathycoccus *and *Micromonas *have been the most studied [3]. The first picoeukaryote to be identified was *Ostreococcus tauri*, a species initially identified as a major component of the picophytoplankton in the Thau lagoon [4]. *O. tauri *has been described as the smallest free-living eukaryote with the simplest ultrastructure that is one chloroplast, one mitochondrion, one Golgi body in addition to the nucleus.

In recent years, several genomes of *Ostreococcus *have been sequenced including *O. tauri *and *Ostreococcus lucimarinus *[5,6]. Two genomes of *Micromonas *became available recently [7] and a deep strain of *Ostreococcus *(RCC809) is now being sequenced. The analysis of *Ostreococcus *genomes has led to several hypothesis about physiological features, such as the occurrence of an atypical light harvesting complex and C4 photosynthesis [5,8]. An unusual high number of selenocysteine-containing proteins and a reduction of chromatin protein have been described in both strains of *Ostreococcus *but their significance is yet unknown [6]. Unusual features of *O. tauri *and *O. lucimarinus *genomes include high gene density, heterogeneous genome structure with two atypical chromosomes and high genome compaction. Analysis of gene content and evolution rates have suggested that lack of recombination and thus a lack of GC Biased Gene Conversion may be the origin of the lower GC content of the atypical chromosomes [9]. Phylogenetic footprints size distributions depend on gene orientation of neighboring genes and suggest a lower frequency of bidirectional regulatory elements in promoters in *Ostreococcus *as compared to budding yeast [10]. Clustering of genes involved in nitrogen assimilation on chromosome 10 suggest a possible link between gene localization on chromosomes and transcription. However all the above conclusions were inferred exclusively from *in silico *studies and the impact of genome structure on the transcription mechanisms remains to be addressed.

Little is known on the biology and physiology of eukaryotic picophytoplankton, which might explain their ecological success. In budding yeast, a genome-wide transcriptomic approach has revealed transcriptional networks associated with the temporal compartmentalization of cellular processes such as cell division during the metabolic cycle [11]. We have recently shown in *Ostreococcus*, that cell division is temporally regulated in cells exposed to diurnal cycle [12]. Most of the cell cycle regulators, including cyclin and cyclin-dependent kinase (CDK) family, were found to be transcriptionally regulated [12]. Therefore, to gain insight in the biology and physiology of *Ostreococcus *as well as the transcriptional basis of its genome structure, we chose to conduct a genome wide temporal analysis of gene expression in cells subjected to 12:12 day/night cycles. Under these conditions genes were found to be differentially expressed, most of them being regulated by the photoperiod. This regulation was observed for genes of both typical and atypical chromosomes. A Bayesian Fourier analysis revealed that more than 80% of differentially expressed genes had rhythmic patterns of expression. A detailed analysis of 2038 genes with strong diel rhythms of expression, yielded very well-defined time clusters with an abundance of genes involved in specific biological processes such as DNA replication, mitosis, translation, photosynthesis or lipid metabolism. Noteworthy, co-transcriptional regulations of genes involved in DNA repair and oxidative stress generated by light as well as photosynthesis and photoprotection were found. *Ostreococcus *contains less than 200 transcription factors [13], most of them being regulated by the photoperiod. This opens the way to a much fuller understanding of how coordinated transcriptional networks regulate biology and physiology in *O. tauri *and more generally in marine eukaryotic picophytoplankton.

## Results and Discussion

### Expressed genes show a differential expression over light/dark cycles

To identify genes with a diurnal rhythm, cells entrained under 12:12 light/dark (L/D) cycles were sampled every 3 hours for 24 hours with two overlapping time points at Time 9 (Light ON at Time 9; Light OFF at Time 21) in 3 independent experiments [12]. 

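All 3 kinetics were held at all 9 time points, which makes 27 samples, each with 3 sub-arrays as technical replicates. The sample was labelled with Cy5 and the pool with Cy3, without dye swap, so a positive log2 ratio is a transcript more abundant than in the pool. Every ± gives the SD over the 3 kinetics, each of which is an independent experiment followed over time. For a single probe's mean at Time 9 it runs over the 6 samples of both days. Fold values compare the highest with the lowest of the 9 time-point means. The ± beside a fold is the SD of each kinetic's own highest minus lowest value. Times named with a fold come from means that pool both days of Time 9. Peak times come from a 24-h cosine fitted to each probe. Light minus dark is the mean of Times 12, 15 and 18 minus the mean of Times 0, 3 and 6, fitted with limma with the kinetic as a block. The first digits of a gene ID name its chromosome.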

Under these medium light conditions (35 μmol quanta cm^-2 ^s^-1^), cell division is synchronized, occurring at the onset of night, and most of cell cycle genes are regulated by the diurnal cycle as checked by quantitative RT-PCR [12]. The expression of each time point was compared to a pool of all 3 kinetics 27 time points. 

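Signal at least 2.6 times the local background was reached in at least 1 sample by 7436 of the 8056 probes (92.3%), and 3368 probes reached it in all 27 samples. The other 620 probes stayed below in each sample, yet 213 of them changed with time of day at an adjusted p below 0.05 (limma). Of the probes the authors selected by ANOVA, 6713 (98.4%) were detected. Depth differed between samples, from 4546 to 7039 detected probes, with a median signal 3.44 to 16.1 times the background.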

Of the 8056 50 nt-long oligonucleotides probes, 7025 (80%) gave a median value of replicates 2.6 times above the background at least once (n = 27). The 981 probes exhibiting a signal below background may correspond to genes not expressed under our light/dark condition. For example, genes involved in sexual reproduction or in metabolic pathways active only under nutrient starvation are not expected to be expressed during exponential growth. It is also possible that some probes were designed against genes that were not correctly annotated in the automatic annotation of the genome or that for technical reasons some probes did not hybridize correctly to their targets.

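Probes described as dynein, flagellar or meiotic genes were detected and rhythmic in these dividing cultures. Transcript of the SPO11-like subunit that cuts DNA in meiosis (Ot05g00510) was 36.7-fold higher at Time 21 than at Time 6 (log2 5.20 ± 0.77, SD, n = 3), and that of the Mei2-like RNA-binding protein (Ot05g01670) 13.8-fold higher at Time 18 than at Time 3 (log2 3.79 ± 0.08). Dynein heavy chain (Ot06g04800) ran the other way on both of its probes: 19.8-fold (log2 4.31 ± 0.34, near background at Time 18) on one and 7.11-fold (log2 2.83 ± 0.23, near background at Time 15) on the other, with peaks at Time 5.08 ± 0.22 and Time 5.72 ± 0.17. Near background means, here and below, a median signal under 2.6 times the local background at the time given, so that the size of the fold depends on how background was removed. In this group all 16 probes reached the background threshold, and 15 of 16 were past the cosine test (the same count when adjusted over the list alone). Gene descriptions are held only for probes the authors had selected as changing, so silent members of the group cannot be counted.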

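Transcript levels changed with time of day for 7512 of 8055 tested probes (93.3%; limma moderated F test with the kinetic as a block, adjusted p < 0.05, n = 3 kinetics). With the authors' threshold of p < 0.001 applied to the limma test, 7034 probes passed, and 6948 of them were also above the background threshold. Of the authors' 6822 probes, 6710 passed that threshold and 6811 the adjusted one. Between light and dark, 3090 probes were higher and 3285 lower at an adjusted p below 0.05. The 5 largest rises in the light were led by the undescribed gene Ot07g01170, log2 5.92 (standard error 0.18, adjusted p = 2.1e-17), and by Ot20g00220 at log2 5.61 (standard error 0.15, adjusted p = 1.9e-18), Ot06g01760 at log2 5.52 (standard error 0.14, adjusted p = 1.4e-18) and a probe without a gene at log2 5.43 (standard error 0.12, adjusted p = 1.2e-19). Among the largest falls were Ot08g01840 at log2 -6.27 (standard error 0.13, adjusted p = 8.4e-20) and Ot05g04830 at log2 -5.90 (standard error 0.09, adjusted p = 1.0e-21), both without a description. Ot07g01170 and Ot20g00220 were near background at Time 3, and Ot08g01840 at Time 15. The size and order of these differences are therefore not exact.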

A 3-factor ANOVA (probe, kinetics of expression and biological triplicate) identified 6822 probes corresponding to genes differentially expressed during the light/dark cycle with a Pvalue < 10^-3 ^(Fig 1A), among which 6610 probes gave a signal 2.6 fold over the background. Biological triplicates were highly reproducible as revealed by a principal component analysis (PCA) performed on the 27 time points and plotted on a correlation circle (Fig 1B). 

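Samples of the same time point correlated at a median r of 0.945 between kinetics (lowest 0.80, 27 pairs, 7819 probes). Different times of day gave a median r of 0.0635, and samples 12 h apart ran in opposite directions, with a median r of -0.343. Time 9 of day 1 and Time 9 of day 2 correlated at 0.831 to 0.966 within a kinetic. On the first 2 principal components of 6887 probes past the study's threshold, the nearest other sample was of the same time of day for all 27 samples. Those probes had been selected as changing with time. Probes are not independent replicates, and what the samples of a kinetic share is part of these values: deviations from the time-point mean correlated at a median r of 0.310 within a kinetic.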

PCA on the individual 6822 gene probes confirmed that the differential gene expression over the time course (day/night, evening/morning) accounts most of the variability observed (Fig 1C). 

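The first axis separated the afternoon from the end of the night and the second the first hours of light from the night. Samples of Time 18 stood at 0.77 ± 0.00 on the first axis and those of Time 6 at -0.82 ± 0.03 (n = 3 each). On the second axis Time 12 stood at -0.71 ± 0.02 and Time 0 at 0.86 ± 0.00. Time 21, when the light goes off, lay between at 0.58 and 0.52. Together the axes held 41.4% and 24.1% of the variance of 6887 probes past the study's threshold.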

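Of 7155 rhythmic probes, 6.79% peaked in the 3 h around Time 0, the lowest share of the 8 windows and below an even spread. Kinetics 1 and 3 gave 7.30% and 6.85%, and kinetic 2 slightly less than either. The largest shares fell around Time 6, at the end of the night (20.2%), where many ribosomal and aminoacyl-tRNA synthetase genes peak, and around Time 18 (17.8%), where many replication genes peak. Second lowest was Time 12, the first hours of light (8.02%). The ranking depends on the measure: by the time point with the highest mean, Time 9 led (20.7%) and Time 21 (15.1%) exceeded Time 18 (12.8%). On ratios not normalized within arrays, a comparison chosen after the result was seen, Time 21 led (22.9%), Time 0 lay above an even spread, Time 6 below it (12.1%) and Time 12 was lowest (4.36%). Genes that were highest at Time 0 exist all the same: a probe described as a tyrosine kinase, without a final gene, was 219-fold higher at Time 0 than at Time 9 (log2 7.78 ± 0.45, SD, n = 3).

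**Figure D1:**
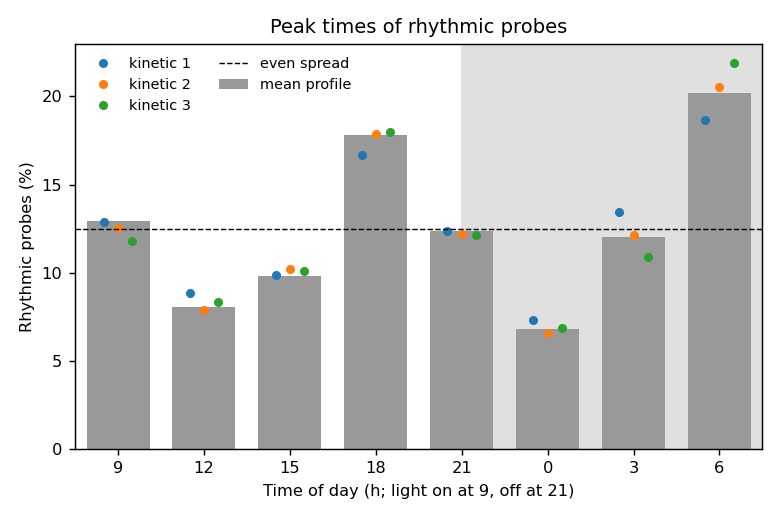
Percent of rhythmic probes peaking in each 3-h window (bars, mean fit; dots, each kinetic; dashed line, even spread). Times 3, 9, 15 and 21 held 12.0, 12.9, 9.81 and 12.4%.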

Fewer genes had their phase of expression 3 hours after dusk (Time 0) suggesting a gap in transcription at that time.

**Figure 1:**
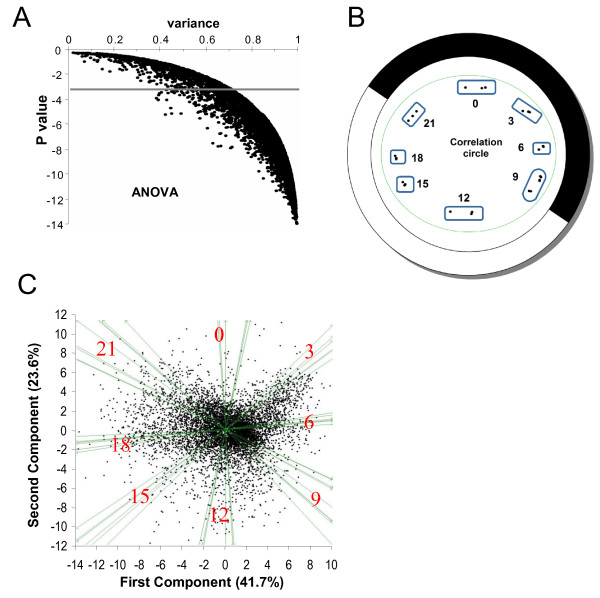
**Differential gene expression in *O. tauri *subjected to LD 12:12 cycles**. **(A) **ANOVA Analysis. 6822 probes detect genes with differential expression over 3 LD cycles with a Pvalue < 10^-3^. **(B) **Principal Component Analysis (PCA) of samples collected at different times of the LD cycle represented on a correlation circle. White and Dark represent light and dark period respectively (12:12; Light ON at Time 9; Light OFF at Time 21). Biological replicates are shown separately as dots. Note that the Time 9 overlapping time points are grouped. **(C) **Separation of genes by the first and second components of PCA shown on the x and y axis, which represent 41.7% and 23.6% respectively. The main axis partition morning/evening and night/day time points. At time 0, fewer genes are expressed.

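Strongly rhythmic probes were chosen again from the 24-h pattern as the 2038 with the largest spread on the first 2 axes, and 1693 of them (83.1%) carry a cluster number of the authors. Median range from lowest to highest time point was log2 3.62 in that set against 1.34 for the other probes past the study's threshold. All 2038 probes of the authors' set passed the cosine test, and 2030 of them peaked within 3 h of one another in the 3 kinetics. The set was picked for its rhythm on these samples and is not independent evidence of rhythm.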

For subsequent analysis, we selected the 2038 gene probes with best dispersion after PCA as well as pools of genes selected according to their relative expression levels in the ANOVA set. Table 1 shows the number of gene probes, which exhibit diurnal changes according to their amplitude. 

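The widest range was that of a WSTF-ISWI chromatin remodelling subunit (Ot09g01180), a protein that moves nucleosomes: 261-fold higher at Time 3 than at Time 12 (log2 8.03 ± 0.39, SD, n = 3, near background at Time 12), with light minus dark log2 -7.29 (standard error 0.16, adjusted p = 1.8e-19). Ranges above log2 1 were found for 5615 of 7034 probes past the study's threshold (79.8%) and above 3 for 1565, with a median of 1.74. By steps of log2 1 the classes from 0 to 9 held 1419, 2624, 1426, 795, 496, 187, 79, 7 and 1 probes. The classes depend on the processing. From 0 to 1 there were 723 with the authors' deposited values, 759 with plain subtraction of the background, 378 without replicate 2 and 502 without replicate 3. From 5 to 6 there were 336 and 340 by the first 2 of these. Leaving out 1 replicate also changes how many probes pass the threshold and so enter the classes (5549 to 7162). In the deposited values, which the authors computed with another background step, the widest range was log2 9.07.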

Very high amplitudes in gene expression up to Δlog_2 _ratio = 9 were observed. Of 537 gene probes with Δlog_2 _ratio >5, 535 were selected after PCA and only 54 showed a two-to four fold induction (Table 1). 

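Ranges above log2 5 were found for 274 probes, of which 266 belong to the set with the widest spread on the first 2 axes and 264 to the authors' set. With plain subtraction of the background there were 516, with the authors' deposited values 493 and over single samples 486. The 274 include CDF2, a Dof transcription factor (Ot08g01700), 88.6-fold higher at Time 6 than at Time 18 (log2 6.47 ± 0.20, SD, n = 3), with its peak at Time 6.19 ± 0.13. A metalloprotease with an HSP70 fold (Ot05g03100) was 97.8-fold higher at Time 3 than at Time 15 (log2 6.61 ± 0.38), and light minus dark was log2 -5.53 (standard error 0.17, adjusted p = 2.0e-17). On the other side of the day, a phosphotransfer protein similar to AHP6 (Ot08g04140), which relays signals from sensor kinases, was 68.8-fold higher at Time 15 than at Time 0 (log2 6.11 ± 0.21, near background at Time 0).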

In Figure 2, relative hierarchical gene expression is represented for three sets of genes, namely the PCA set (2038 probes), ANOVA set1 (2<Δlog_2 _ratio<6), ANOVA set2 (1<Δlog_2 _ratio<2). Waves of transcription were observed with phases corresponding to various times of the day over three LD. 

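Profiles were alike in the 3 kinetics over the 7034 probes past the study's threshold. The median correlation over the time points of one probe was 0.941 for kinetics 1 and 2, 0.930 for 1 and 3, and 0.984 for 2 and 3. Peaks fell within 3 h of one another in all kinetics for 6646 rhythmic probes (92.9%). Aconitase (Ot03g02820), an enzyme of the citric acid cycle, peaked at Time 7.96 ± 0.20 (SD, n = 3) and the Myb-like rRNA transcription regulator Ot04g04220 at Time 4.65 ± 0.12. Both kept the same sign of light minus dark in each kinetic, log2 -1.04 (standard error 0.09, adjusted p = 4.2e-10) for aconitase and log2 -4.17 (standard error 0.07, adjusted p = 9.8e-21) for the regulator.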

Globally all genes selected after ANOVA, had reproducible profiles of expression over three 12:12 LD cycles.

**Figure 2:**
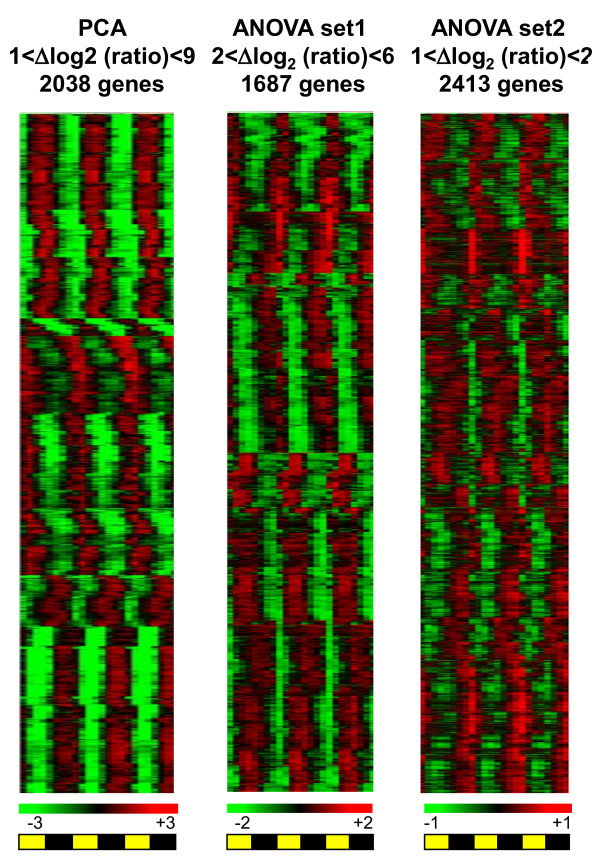
**Genome wide regulation of transcription by the photoperiod**. Hierarchical clustering of *Ostreococcus *genes according to their expression patterns. Because of the wide range amplitudes of amplitudes observed (1 <Δlog_2 _ratio <9) different sets of probes are represented: PCA set (2038 probes), ANOVA (non present in PCA) Set1 with 2 <lΔlog_2 _ratio <6 (1684 probes); ANOVA (non present in PCA) set 2 with 1 <lΔlog_2 _ratio <2 (2412 probes). Note that except for two, all genes with 6<Δlog_2 _ratio <9 are in the PCA set. High values of expression are represented in red, low values in green. The signals were normalized to the average level of the 3 L/D (12:12) cycles. Night periods are in black, light periods in yellow.

**Table 1:** Amplitude of cycling genes in 12:12 day/night cycles selected after ANOVA and Principal component analysis (PCA)

Δlog_2_(Ratio)	ANOVA set (6822 gene probes)	PCA set (2038 probes)
8-9	3	3
7-8	34	34
6-7	129	129
5-6	374	372
4-5	620	596
3-4	969	563
2-3	1544	287
1-2	2467	54
0-1	682	0

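Among the largest cosine amplitudes were those of single genes of chromatin and ribosome synthesis. A gene described as condensin subunit SMC4 (Ot06g01430) reached an amplitude of log2 3.90 ± 0.11 with its peak at Time 3.54 ± 0.12 (SD, n = 3), the ribosome synthesis regulator RRS1 (Ot15g01680) 4.04 ± 0.11 at Time 4.81 ± 0.12, and an RCC1-domain protein (Ot05g01920) 3.85 ± 0.24 at Time 4.39 ± 0.24. Undescribed probes with amplitudes in that range peaked at dusk, at Time 20.1 ± 0.27 (amplitude 3.83 ± 0.30) and Time 19.9 ± 0.19 (3.87 ± 0.07). A malate dehydrogenase (Ot06g00180), listed by keyword with the citric acid cycle although it matches the cytosolic form in Arabidopsis, was 97.8-fold higher at Time 0 than at Time 15 (log2 6.61 ± 0.11, near background at Time 15). Of Additional file 1, 49 of the TOP50 rows are held, so no overlap or enrichment test was made on it; these 49 probes were all past the cosine test with ranges of log2 4.91 to 8.03, median 6.24. The list was chosen on these samples and is not independent evidence of high amplitude, and 22 of its probes are among the 50 widest ranges here.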

Amongst the TOP50 genes expressed with highest amplitude, three classes of genes were found (1) those involved in the cell division cycle, UV response and pigment biosynthesis, (2) those involved in metabolism including Krebs Cycle, (3) the last class contains and regulators of protein synthesis (Additional file 1). These genes encode mainly regulatory proteins whose expression is restricted to specific times of the day, such as CyclinB. In contrast, genes with the highest median expression values over the LD cycle are related to photosynthesis and ribosome structure (Additional file 2). These genes are well expressed housekeeping genes with low amplitude of expression or genes highly transcribed at specific times of the day such as the *ribulose 1,5 bisphosphate carboxylase *(*RubisCo*).

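Cyclin B (Ot01g06030), which activates the kinase of mitosis, was 35.2-fold higher at Time 21 than at Time 12 (log2 5.14 ± 0.28, SD, n = 3, near background at Time 12) and peaked at Time 20.8 ± 0.74. The mean log2 ratio was -3.38 ± 0.54 at Time 12 and 1.75 ± 0.12 at Time 21, with 0.37 ± 0.42 left at Time 0. Because the high values straddle lights-off, light minus dark was small at log2 0.24 (standard error 0.18, adjusted p = 0.23). A second cyclin (Ot18g01690), described as B-type and also similar to the A-type CYCA1;2, came earlier, at Time 16.8 ± 0.051, and was 33.5-fold higher at Time 18 than at Time 6 (log2 5.07 ± 0.28).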

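Among the 50 probes with the highest median signal, 34 have no described gene, 5 code for cytosolic ribosomal proteins, 1 for an organelle ribosomal protein and 1 for a photosystem protein. Other photosynthesis genes are among them: PETC (Ot01g06490), of electron transfer, and by their Arabidopsis matches RubisCo activase (Ot04g02690, also described as the proteasome subunit RPT4) and phosphoribulokinase (Ot04g02900, also described as an armadillo protein). The ranges of these 50 were wide, with a median of log2 3.36, 32 of them above log2 3 and 6 up to log2 2; 49 were past the cosine test. Additional file 2 is held for 49 of its 50 rows, so no overlap or enrichment test was made on it, and it was chosen on these samples, which makes it not independent evidence. Its 49 probes had a median range of log2 3.46, and 16 of them are among the 50 highest signals here.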

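The probe described as RubisCo large subunit (Ot07g01830), the enzyme that fixes CO2, was 7.38-fold higher at Time 9 than at Time 21 (log2 2.88 ± 0.06, SD, n = 3, near background at Time 21), with its peak at Time 8.98 ± 0.25, when the light comes on. Its levels in light and dark were alike, log2 0.02 (standard error 0.08, adjusted p = 0.8). That this gene codes for the large subunit rests on the deposited description alone. RubisCo activase (Ot04g02690), which keeps RubisCo active, peaked later, at Time 11.7 ± 0.10, and was 37.9-fold higher at Time 12 than at Time 21 (log2 5.24 ± 1.48). The activase probe is also described as the proteasome ATPase RPT4, so its values may belong to either protein.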

### Chromosomal patterns of transcription and genome structure

Both *Ostreococcus *genomes present unique features such as gene compaction with intergenic regions below 200 bp in size and several examples of gene fusions. Genome heterogeneity was reported in both *O. tauri *and *O.lucimarinus *genomes. In *O. tauri*, chromosome2 (Chr2) and chromosome19 (Chr19) have a significantly biased G+C content, unusual introns and contain most of the transposons-like elements. Furthermore these chromosomes in both species show lower levels of synteny and different gene densities compared to the other chromosomes [6]. Because of their structure, genes on atypical chromosomes are good candidates for recent horizontal gene transfer from bacteria into *Ostreococcus *[6] In a such a scenario, genes located on chromosome regions of bacterial origin may have kept signatures of prokaryote transcription, which is organized in operons. We focussed on the transcription patterns of genes located on atypical chromosomes (Figs 3A and 3B). 

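On chromosome 2, 387 of 417 probes were past the time-of-day test (92.8%), against 94.8% of the probes on the other chromosomes (Fisher exact p = 0.089). Median range was log2 1.65 on chromosome 2 and 1.56 elsewhere (permutation p = 0.26). Its rhythmic genes include the cytosolic ribosomal protein L24 (Ot02g00330), 40.9-fold higher at Time 6 than at Time 18 (log2 5.35 ± 0.19, SD, n = 3, near background at Time 18), and isoleucyl-tRNA synthetase (Ot02g03640), which charges tRNA with isoleucine, 16.3-fold higher at Time 6 than at Time 18 (log2 4.02 ± 0.10). For these tests the chromosome is that of the matched gene in the RefSeq annotation, and probes of one gene were counted separately.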

Day/night oscillations of transcript levels were observed for genes of typical chromosomes such as Chr1) and atypical chromosomes such as Chr2 as shown in Hierarchical clustering (HCl) (Fig 3B). PCA on Chr2 yielded a similar day/night partitioning as for the whole genome (Fig 3A) and did not reveal heterogeneity in gene expression between the genes from the two halves of Chr2. 

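The first 2 axes of 366 chromosome 2 probes held 42.7% and 25.1% of the variance. Peaks in the light were less frequent in the first part of the chromosome, 57 of 170 rhythmic probes, than in the second, 85 of 188 (odds ratio 0.612, Fisher exact p = 0.030); the difference did not pass 0.05 without replicate 1 (p = 0.064) or with the slide series as a block (p = 0.053). Median range was log2 1.70 in the first part and 1.60 in the second. An alternative NADH dehydrogenase of respiration (Ot02g06000) peaked at Time 6.83 ± 0.083 (SD, n = 3), in the dark, and was 5.03-fold higher at Time 9 than at Time 21 (log2 2.33 ± 0.31).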

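On chromosome 19, 32 of 40 probes were past the time-of-day test (80%), fewer than the share elsewhere (odds ratio 0.220, Fisher exact p = 9.9e-04). Counting only probes above background, all 29 of 29 were past it and the difference was gone (Fisher exact p = 1). The median range was log2 1.35 for all 40 probes, and its difference from that of the other chromosomes was -0.21 (permutation p = 0.38). With 40 probes, a chromosome 19 share near that of the rest could not be told from it.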

Overall, clustering of transcription patterns based on chromosome localisation (PC) did not reveal major differences between the transcription patterns of genes localized on atypical chromosomes and other chromosomes (Fig 3B). Therefore, if genes belonging to atypical chromosomes are of prokaryote origin, they must have fully integrated eukaryotic mechanisms of transcription, so that they are transcribed as autonomous units. Operons have no been identified in *Ostreococcus*, however genes involved in nitrate, ammonium and urea clustered in a chromosome region of 19 kpb [5]. Patterns of transcriptions of this chromosome area covered different phases of the day, indicating that these genes are not transcriptionally coregulated. Together our data did not reveal any obvious link between gene localization on chromosomes and the photoperiod-regulated transcription in *O. tauri*, suggesting that both typical and atypical chromosomes have canonical eukaryotic mechanisms of transcription.

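Genes of nitrogen uptake and assimilation peaked at different times. Ammonia permease (Ot20g00200), which brings ammonium into the cell, was 17.8-fold higher at Time 21 than at Time 6 (log2 4.15 ± 0.09, SD, n = 3, near background at Time 6) and peaked at Time 17.8 ± 0.45, and the ammonium transporter AMT2 (Ot05g00480) peaked at Time 20.9 ± 0.14. Urease (Ot15g01750), which splits urea, peaked at Time 3.12 ± 0.33, its accessory protein UREG (Ot15g01740) at Time 8.11 ± 0.73, and NADH glutamate synthase (Ot14g02240) at Time 7.91 ± 0.52. Of 2 probes for molybdenum cofactor genes, which nitrate reductase needs, CNX2 (Ot10g00990) peaked at Time 3.69 ± 0.62 and CNX3 (Ot02g07740) at Time 23.9 ± 0.052. The keyword list also holds 2 probes for folylpolyglutamate synthase, of folate metabolism, and 2 for acetylglutamate kinase, of arginine synthesis. Only CNX2 has a gene ID of chromosome 10, so the list does not describe genes that lie together there. All 12 of its probes were past the cosine test (the same count when adjusted over the list alone), with 1 higher and 7 lower in the light (the same counts when adjusted over the list alone).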

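Genes next to each other on a chromosome had profiles slightly more alike than genes placed at random, with a mean correlation of 0.0932 over 5760 neighbouring pairs (5780 genes, permutation p = 1e-04, the smallest the shuffles can give). The highest mean of the shuffled orders was 0.0364. Within 5 genes the mean correlation fell to 0.0337. One such pair carries translation elongation factor EMB2726 (Ot04g00100) and a probe of the next gene, Ot04g00110, also similar to EMB2726: the former was 82.1-fold higher at Time 9 than at Time 18 (log2 6.36 ± 0.08, SD, n = 3) with its peak at Time 6.54 ± 0.16, the latter 41.7-fold higher at Time 9 than at Time 21 (log2 5.38 ± 0.29, near background at Time 21) with its peak at Time 6.87 ± 0.19. The pair was picked after its values were seen.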

**Figure 3:**
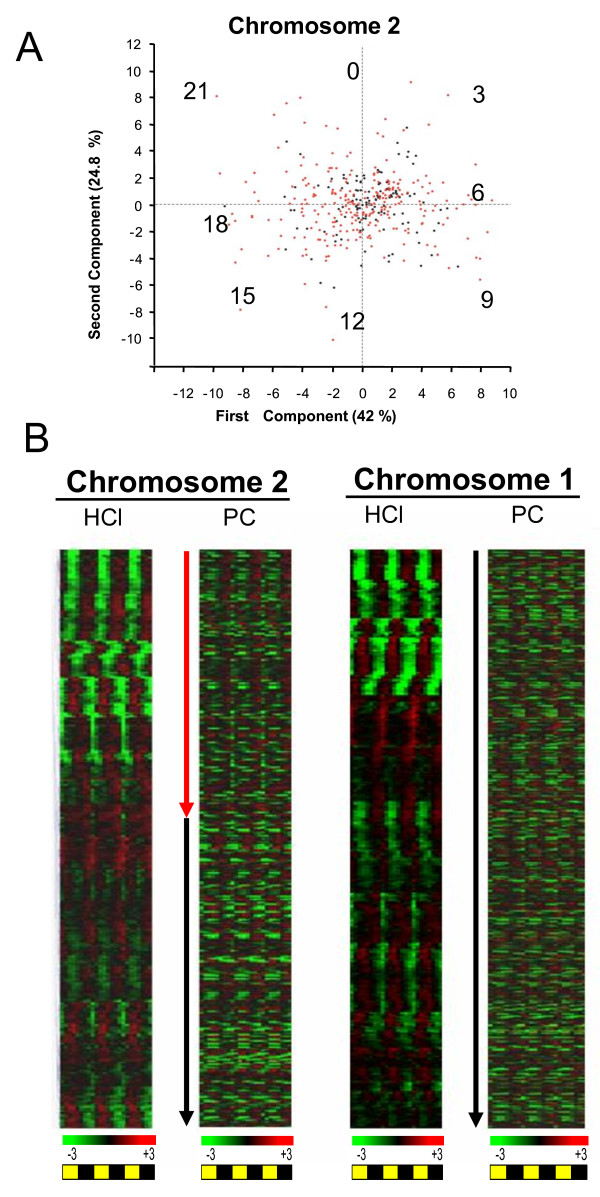
**Gene expression and genome heterogeneity**. **(A) **Principal Component Analysis on genes located on atypical chromosome 2. Atypical genes from the first half of the chromosome are plotted in red, typical genes from the second part are plotted in black. The first and second components shown on the x and y axis, represent 42% and 24.8% of total variation respectively, very similar to the other chromosomes. **(B) **Hierarchical clustering (HCl) of gene expression on atypical Chr2 compared to Chr1. Expression of genes is also represented according to the physical localisation along chromosomes (PC). Top correspond to 0 position of the Chromosome.

The genes located on the lower G+C content regions of Chr2 and Chr19 have been shown to evolve significantly faster than the other genes[9]. This may be the consequence of lack of recombination or increased mutation rate on these chromosomes. Transcription has been shown to be mutagenic in some species. Genes located on atypical chromosomes with low GC contents, did not exhibit unusual mechanisms of transcription, suggesting that transcriptional induced mutation bias is unlikely to be the origin of the lower GC content of these chromosomes.

In summary, despite the compactness and heterogeneity of its genome, *O. tauri *does not appear to exhibit unusual mechanisms of transcription related to its genome structure.

### Bayesian Fourier analysis reveals rhythmic patterns of expression associated with specific biological processes

A Bayesian clustering method based on Fourier coefficients allowed us to discriminate putative regulatory genes [14]. This method is well-understood, rapid, and flexible [15]. The Fourier coefficients capture the rhythmic properties of interest to us by measuring the contribution of sine and cosine waves with differing periods to the rhythmic patterns in the data. We used an agglomerative hierarchical algorithm for clustering of gene expression patterns, based on the Fourier coefficients (see Materials and methods). This method discriminates among rhythmic patterns based on the amplitude and waveform, in addition to the phase. Photoperiod-regulated expression profiles were identified by the dominant contribution of the sine and cosine waves with a 24-h period. For computational reasons, only the first, third, sixth and ninth harmonics, along with the constant term, were included, yielding 9 parameters. Moreover, a direct BFC analysis could not be performed on all 6822 differentially expressed genes due to memory space limitation. Therefore, three pools of randomly selected genes were generated for BFC analysis and analyzed separately.

BFC discriminates patterns based on waveform, phase and amplitude. In our analysis, the third harmonic ratio (THR) was chosen to assess rhythmicity (see Materials and Methods). Clusters were scored as rhythmic for THRs value above 0.4 [14]. 

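The third harmonic ratio was above 0.4 for 6497 of 7034 probes (92.4%) and above 0.6 for 5768, with a median of 0.838. Citrate synthase (Ot17g02320), which starts the citric acid cycle, had a ratio of 0.938 and was 39.1-fold higher at Time 21 than at Time 9 (log2 5.29 ± 0.16, SD, n = 3, near background at Time 9). Phytoene desaturase on one of its probes (Ot12g01910) had 0.599, and the undescribed Ot02g07630 had 0.650, both below the median. The ratio was computed for each probe, not for the clusters of the whole set, whose numbers are not used here.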

We identified out of 489 clusters, 433 with a THR above 0.4 corresponding to 5977 probes (86% of the probes). We therefore concluded that genes identified as differentially expressed correspond to rhythmically expressed genes. 

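The 24-h cosine was significant for 88.8% of tested probes at an adjusted p below 0.05 (limma, n = 3 kinetics). Rhythm was strong in genes of opposite phase: the TFIIH subunit Ot06g02350, of transcription and DNA repair, was 73.4-fold higher at Time 18 than at Time 6 (log2 6.20 ± 0.09), and the Clp chaperone CLPB3 (Ot01g00720), which frees aggregated proteins, 46.1-fold higher at Time 9 than at Time 18 (log2 5.53 ± 0.21), with adjusted p = 1.1e-14 and adjusted p = 1.3e-11 for the cosine. From the share of clusters with a ratio above 0.4, the paper concludes that differentially expressed genes are rhythmically expressed. With one cycle sampled, a 24-h rhythm and a direct response to the light are not told apart, and both count as rhythmic here.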

Genome wide regulation of gene expression by the photoperiod has been described in cyanobacteria [16]. In the unicellular eukaryotic green alga *Chlamydomonas*, only 2.6% of the genes were shown to be under circadian control [17]. Several studies in diatoms have reported global transcriptome changes in response to iron or silicon starvation [18,19], however our study is the first example of a global regulation of transcription by the photoperiod in eukaryotic phytoplankton. Such a global rhythmicity of transcription resembles the waves of transcription observed during the metabolic cycle of budding yeast [11]. In the plant *Arabidopsis *more than 30% of the transcripts were shown to be regulated by the photoperiod [20] and enhancer trap suggests that 36% of the genes are under circadian control [21]. A recent study has revealed that 89% of *Arabidopsis *genes cycle in at least one condition of LD, circadian or thermocycles [22]. In our single LD 12:12 condition, expressed genes in *O. tauri *display rhythmic expression patterns over the time, consistent with a global regulation of transcription under light/dark cycles.

A first analysis of BFC clusters did not allow the identification of clusters associated with specific biological processes. We therefore decided to focus on the genes with robust rhythms of expression selected after PCA. 

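The authors' 138 clusters held 1 to 45 of the 2038 deposited probes, with a median of 12. Cluster 39, with 45 probes and 5 aminoacyl-tRNA synthetase and 6 translation factor probes, peaked at Time 5.36 ± 0.089 (SD, n = 3). Cluster 61, with 43 probes and 5 of ribosome biogenesis, peaked at Time 3.68 ± 0.25, and cluster 77, with 17 probes and 2 of mitosis, at Time 18.3 ± 0.12. Mean log2 profiles ranged over 3.65, 4.24 and 3.69 in the 3 clusters.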

A large number of clusters (138) was generated and the size of each cluster was relatively small (2 to 50 probes). Only one cluster containing 2 probes had a THR value under 0.4 and 1893 probes belong to clusters with THR values above 0.6, confirming that the selected genes had robust rhythms of expression. 

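By the mean profile of its probes, 137 of the 138 clusters reached 0.4 in the third harmonic ratio, and 2024 probes belong to clusters above 0.6. The one below was cluster 59, with 2 probes and a ratio of 0.336. Cluster 46 holds histone and cell-cycle genes: histone H2B (Ot12g01070), which packs new DNA, was 84.9-fold higher at Time 18 than at Time 9 (log2 6.41 ± 0.28, SD, n = 3) and CDKB (Ot15g00680), the plant kinase of entry into mitosis, 26.9-fold higher at Time 18 than at Time 6 (log2 4.75 ± 0.18, near background at Time 6). Cluster membership was decided on these samples, so high ratios there are not independent evidence of rhythm.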

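Clusters peaking around Time 0 numbered 9 and held 97 probes, the fewest of the 8 windows. The windows of Times 3, 6, 9, 12, 15, 18 and 21 held 321, 274, 258, 279, 191, 410 and 208 probes. At Time 18, the fullest, peaked genes such as replication protein A (Ot13g01160), which coats single-stranded DNA, 29.3-fold higher at Time 18 than at Time 6 (log2 4.87 ± 0.31, SD, n = 3) with a peak at Time 17.2 ± 0.10. Glycogen synthase kinase-3 (Ot04g00510) came close to the gap, with a peak at Time 21.7 ± 0.18. These clusters come from probes chosen for strong rhythm.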

Consistently with the results of the PCA (Fig 4A), fewer genes fell in BFC clusters around time 0 confirming a gap in transcription at this time of the day. Because the size of the clusters was small, each cluster was examined individually. For this analysis we used the annotation of *Ostreococcus *genome primarily based on KOGG classes together with an annotation based on *Arabidopsis *non redundant database (see Materials and methods). BFC clustering revealed biological processes associated with specific clusters. Transcriptional coregulation of genes encoding mitochondrial/plastidial ribosomal protein is one the most striking example of a transcriptional network regulated by the photoperiod (Fig 4B). For example, cluster 14 contains 26 probes of which eleven encode 70S plastid/mitochondria ribosomal protein. 

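The mean profile of cluster 14, which holds mitochondrial and chloroplast ribosomal proteins, rose between Time 18 and Time 0, stayed high past the switch-on of the light and fell mainly between Time 12 and Time 15. L6 (Ot15g02260) was 70.5-fold higher at Time 9 than at Time 18 (log2 6.14 ± 0.12, SD, n = 3), L17 (Ot01g05870) 84.8-fold higher at Time 3 than at Time 18 (log2 6.41 ± 0.05) and L24 (Ot11g00820) 56.2-fold higher at Time 9 than at Time 18 (log2 5.81 ± 0.04). Their peaks stood at Time 6.23 ± 0.093, Time 5.19 ± 0.20 and Time 5.62 ± 0.31. The cluster holds 28 deposited probes, of which 9 are described as organelle ribosomal proteins, and its mean profile peaked at Time 5.68 ± 0.12 with the highest mean at Time 9.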

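Cluster 18, with 17 deposited probes, holds 3 organelle ribosomal proteins and 1 translation factor, and cluster 19, with 11, holds 2 organelle ribosomal proteins. Their mean profiles peaked at Time 5.74 ± 0.10 and Time 6.18 ± 0.073 (SD, n = 3). Organelle ribosomal protein L22 (Ot18g00740) of cluster 19 was 53.6-fold higher at Time 9 than at Time 18 (log2 5.74 ± 0.18) and peaked at Time 5.89 ± 0.093. A chaperonin gene (Ot12g03030), described both as CCT4 of the cytosol and, by its Arabidopsis match, as CPN60A of the chloroplast, belongs there too and was 70.0-fold higher at Time 9 than at Time 21 (log2 6.13 ± 0.11).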

Cluster 18 (9 probes), which has an almost identical profile as cluster 14 has 3 plastid/mitochondria proteins and a chloroplast related IF2 translation initiation factor. 

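Genes of ribosome assembly sit in cluster 50, where 6 of 32 probes are described as ribosome biogenesis. RPF1 (Ot01g00580), needed for the large subunit, was 51.4-fold higher at Time 6 than at Time 18 (log2 5.68 ± 0.18, SD, n = 3, near background at Time 18), a Pescadillo-like rRNA processing protein (Ot01g05880) 43.3-fold higher at Time 3 than at Time 18 (log2 5.44 ± 0.34), and a 60S protein (Ot05g05100) 53.9-fold higher at Time 6 than at Time 18 (log2 5.75 ± 0.26). Cluster 21 holds 14 probes with 2 RNA polymerase subunits, among them C11 of RNA polymerase III (Ot03g04700), which makes 5S rRNA and tRNA, 15.8-fold higher at Time 3 than at Time 18 (log2 3.98 ± 0.17), and the Pno1-like factor (Ot07g02770), 27.0-fold higher at Time 6 than at Time 18 (log2 4.75 ± 0.14, near background at Time 18). Clusters 50 and 21 peaked at Time 4.25 ± 0.13 and Time 4.10 ± 0.22. Cluster 21 holds only 1 probe described as ribosome biogenesis, while cluster 105, with 8 of 27, holds more than cluster 50.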

Several genes involved in 80S ribosome biogenesis including RNA polymerase III, were overrepresented in Clusters 50 and 21 (Fig 4B).

**Figure 4:**
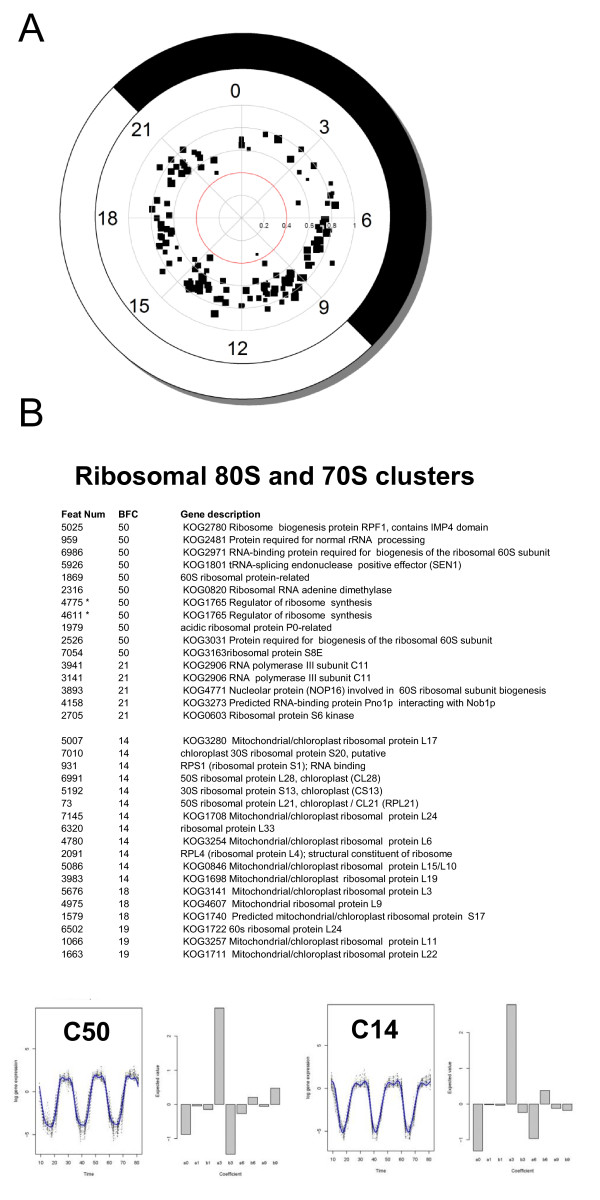
**Bayesian analysis reveals group of coregulated genes associated with specific biological processes under LD cycles**. **(A) **BFC clusters from 2038 gene probes selected after PCA. In the polar plot each squared dot represents a cluster, with the size of the dot proportional to the size of the cluster. The clusters are positioned around the clock depending on when they peak during the day (Light and dark period are represented in white and black respectively). The distance from the centre is greatest when the value of the THR - measuring the diurnal component of the expression - is greatest. **(B) **Examples of 70S ribosome and 80S ribosome gene clusters. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two different feature numbers associated to the same gene in the final annotation. The graphical output consists of a plot, on the right hand side, containing the profiles of the genes that belong to that cluster, together with the estimated posterior mean for that cluster, and a bar plot, on the right hand side, showing the expected posterior values β. Note that cluster 50 and 21 as well as clusters 14, 18 and 19 have nearly identical profiles and for convenience only one cluster profile (e.g. C50) is shown.

Classification of gene clusters according to their phase of expression (Fig 5A) revealed that transcripts involved in specific biological processes, were associated with certain time intervals during the day. For example, most genes implicated in protein synthesis had their phase of expression around dawn while replication genes peaked 3 hours before night and mitosis genes at dusk (Fig 5A). 

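By their fitted peaks, protein synthesis, replication and mitosis followed one another around the day. Cytosolic ribosomal proteins peaked at Time 6.05 ± 0.24 (SD, n = 3) with all 53 probes past the cosine test, of which 4 were higher and 48 lower in the light (the same counts when adjusted over the list alone). DNA replication genes peaked at Time 18.1 ± 0.093, 50 of 54 past the cosine test (51 adjusted over the list alone), and mitotic genes at Time 20.1 ± 0.25, 61 of 62 (the same count when adjusted over the list alone). Levels of the cytosolic ribosome at Time 6, of replication at Time 18 and of mitosis at Time 21, against the other times, were higher than those of the other probes: camera, adjusted p = 5.1e-05; adjusted p = 0.3 with an estimated correlation for the cytosolic ribosome. For replication it was adjusted p = 3.2e-08 by camera and adjusted p = 0.1 with an estimated correlation. For mitosis it was adjusted p = 1.5e-05 and adjusted p = 0.1 with an estimated correlation, so the window calls of these groups rest on the preset correlation. The times tested follow the phases the paper states from these same samples, so these calls are not independent evidence of the phase.

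**Figure D2:**
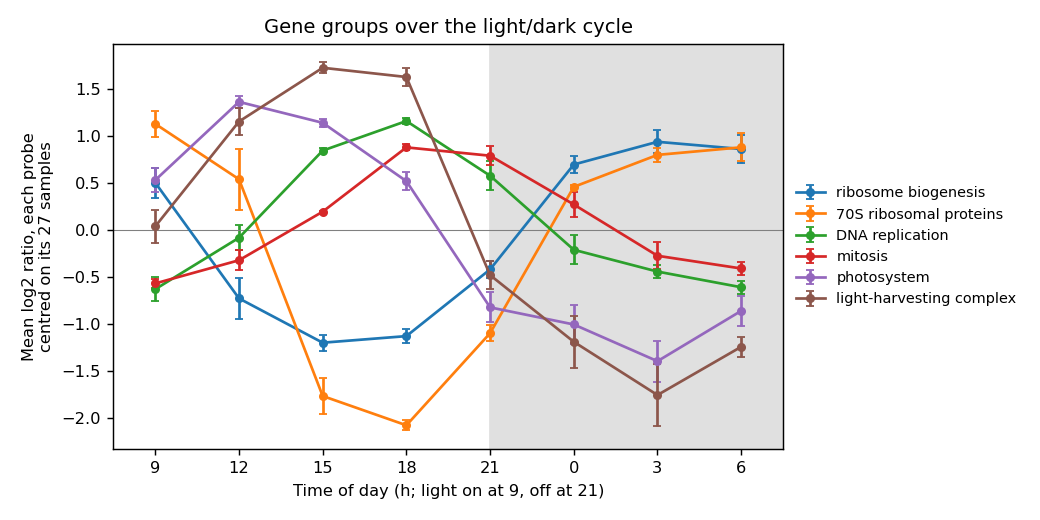
Mean log2 ratio ± SD over 3 kinetics of 6 gene groups by time of day. Median light minus dark was log2 -1.37 for cytosolic ribosomal proteins, not drawn, and 1.23 for DNA replication.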

To our knowledge, such a coregulation of biological processes has never been observed to this extent in eukaryotic cells exposed to 24 h light/dark cycle. This gave us a unique opportunity to obtain insight into the biology and physiology of *O. tauri *based on transcription profiling of the genome expression under light/dark conditions where most genes are expressed.

**Figure 5:**
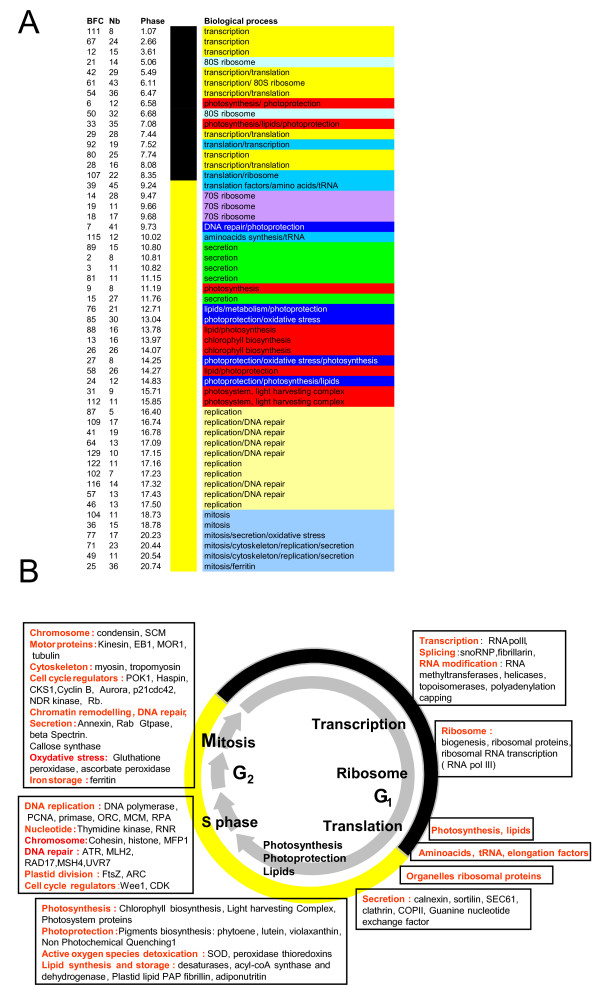
**Sequential expression of genes associated with specific biological processes under LD cycles**. **(A) **Main clusters associated with biological processes, plotted according to their phase of expression. BFC cluster (BFC), number of gene probes in the cluster (Nb) and Phase of expression (Phase). Biological processes are represented by different colours. Black and yellow vertical bands represent night and light periods respectively. **(B) **Overview of the transcriptional regulations of the main biological processes during a light/dark cycle. During the night actors of transcription, translation and protein synthesis are sequentially transcribed. During the light period, genes of Photosynthesis and lipid metabolism are transcriptionally coregulated. DNA repair and photoprotection genes are found in midday clusters. At the end of the day, specific transcriptional networks are associated with DNA replication and mitosis.

### The sequential transcription of genes involved in RNA synthesis/processing and ribosome biogenesis during the night, translation and amino-acid synthesis at dawn

Midnight clusters such as 111, 67 and 12 contain predominantly genes involved in basic transcription machinery, however the main transcription clusters peaked in late night between time 5 and 8 (Figs 5A and 5B). They include RNA polymerase II, splicing (U4/U6 small ribonucleoprotein Prp4, splicing factor PRP31), mRNA cleavage and polyadenylation factor, polyA binding protein, nuclear cap binding proteins as well as RNA helicases, RNA methyltransferases and DNA topoisomerases (Additional file 3). 

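Clusters 111, 12 and 67 peaked at Time 2.09 ± 0.43, Time 1.53 ± 0.30 and Time 4.18 ± 0.17 (SD, n = 3), after midnight and before dawn. Cluster 67 holds 3 transcription factor probes among 24, with TRFL6, a Myb-like protein (Ot03g00810), 52.9-fold higher at Time 0 than at Time 15 (log2 5.72 ± 0.29). Dihydroxy-acid dehydratase (Ot03g03790), which makes branched amino acids, shares it and was 50.5-fold higher at Time 0 than at Time 15 (log2 5.66 ± 0.23, near background at Time 15). Clusters 111 (8 probes) and 12 (15 probes) hold 2 ribosome biogenesis probes each and cluster 67 holds 1. All 3 clusters hold 1 RNA polymerase or general factor probe, with 1 splicing probe in clusters 111 and 67 and 2 in cluster 12, which also has 2 RNA helicase probes.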

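Genes that make and process mRNA fell in the light and rose from Time 18 to Time 0. Splicing factor PRP31 was 64.8-fold higher at Time 3 than at Time 15 (log2 6.02 ± 0.27, SD, n = 3) on one probe (Ot03g00640) and 49.9-fold (log2 5.64 ± 0.38) on a second gene (Ot08g00450), with peaks at Time 3.50 ± 0.14 and Time 3.42 ± 0.25. U4/U6 protein Prp4 (Ot01g05110) was 24.1-fold higher at Time 3 than at Time 15 (log2 4.59 ± 0.43, near background at Time 15) and its second probe peaked at Time 3.69 ± 0.40. The poly(A)-binding PAB5 (Ot07g03670) peaked at Time 4.99 ± 0.50, cap-binding CBP20 (Ot14g01120) at Time 4.44 ± 0.34 and helicase RH26 (Ot09g01740) at Time 4.12 ± 0.28. Earlier came RNA polymerase II (Ot02g00410), 11.9-fold higher at Time 0 than at Time 15 (log2 3.57 ± 0.53), and cleavage factor CFT1 (Ot10g03450), at Time 2.28 ± 0.19 and Time 2.09 ± 0.15. In all, 99 of 105 splicing and processing probes were past the cosine test (the same count when adjusted over the list alone), and 70 were lower and 23 higher in the light (the same counts when adjusted over the list alone). Lower levels in the light held for the group (camera, adjusted p = 0.0042, and adjusted p = 0.3 with an estimated correlation). Its levels at Times 3 and 6 did not pass (camera, adjusted p = 0.05, and adjusted p = 0.3 with an estimated correlation). RNA helicases as a group passed neither for Times 3 and 6 (camera, adjusted p = 0.061) nor for light against dark (camera, adjusted p = 0.063). The 85 probes of Additional file 3, chosen on these samples and not independent evidence, peaked at Time 4.38 ± 0.19 and were all lower in the light.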

Most transcription clusters had similar profiles, although some small differences were observed such as between clusters 111/67, 61/54 and 29/42. 

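Only probes the authors had selected as changing carry descriptions, so near-complete counts in this and the other gene groups were largely set beforehand. All 88 probes of ribosome biogenesis were past the cosine test (the same count when adjusted over the list alone) and as a group peaked at Time 4.21 ± 0.20 (SD, n = 3), before the light came on. Of these 73 were lower and 12 higher in the light (the same counts when adjusted over the list alone), with a median light minus dark of log2 -1.73. RNA polymerase I large subunit (Ot14g01100), which makes the long rRNA, was 20.0-fold higher at Time 3 than at Time 18 (log2 4.32 ± 0.46, near background at Time 18) and peaked at Time 4.65 ± 0.25; another polymerase subunit, Ot01g03340, was 32.1-fold higher at Time 6 than at Time 15 (log2 5.00 ± 0.36, near background at Time 15). RNA polymerase and general factor genes numbered 69 of 71 past the cosine test (the same count when adjusted over the list alone), 14 higher and 45 lower in the light (the same counts when adjusted over the list alone), and their levels at Times 3 and 6 did not pass: camera, adjusted p = 0.057; adjusted p = 0.27 with an estimated correlation. Levels of ribosome biogenesis genes at Time 6 were higher than at other times, relative to the other probes: camera, adjusted p = 1.7e-07; adjusted p = 0.21 with an estimated correlation.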

The genes encoding proteins involved in 60S cytoplasmic ribosome biogenesis and ribosomal RNA (RNA pol III) peaked 3 hours before light ON in two clusters with nearly identical shapes (Clusters50/21), suggesting that ribosomal proteins and ribosomal RNA are transcriptionally coregulated (Fig 5A, B, see also Fig 4A). This contrast with the large clusters of genes involved in the biogenesis of 70S ribosome, which are expressed 3 hours after dawn, and suggests that the translational processes might be temporally uncoupled in the cytoplasm and the organelles, the second occurring during the light period. 

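Organelle ribosomal proteins had their fitted cosine peak at Time 6.11 ± 0.13 (SD, n = 3) and their highest mean at Time 9, when the light came on (log2 1.13 ± 0.13, against 0.88 ± 0.15 at Time 6), and all 31 probes were past the cosine test (the same count when adjusted over the list alone). Levels were lower in the light for 28 and higher for 2 (2 and 29 adjusted over the list alone), with a median of log2 -1.34. The median swing from trough to peak was log2 2.48. Cytosolic ribosomal proteins had almost the same fitted peak, at Time 6.05 ± 0.24, so fitted peaks do not set these ribosomal proteins apart in time. The paper's contrast is with clusters 50 and 21, whose fitted peaks were earlier, at Time 4.25 ± 0.13 and Time 4.10 ± 0.22. Levels of organelle ribosomal proteins at Times 9 and 12, against the other times, were higher than those of the other probes (camera, adjusted p = 1.6e-06, and adjusted p = 0.22 with an estimated correlation). Mitochondrial or chloroplast elongation factor G (Ot07g04420), which moves the organelle ribosome along mRNA, was 40.3-fold higher at Time 6 than at Time 18 (log2 5.33 ± 0.21) and peaked at Time 7.34 ± 0.027.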

Interestingly, 18 plastidial ribosomal genes were reported to be under circadian control with a similar morning phase in *Chlamydomonas *[17].

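Genes that charge tRNA and make amino acids rose toward dawn. Aspartyl-tRNA synthetase (Ot11g02200) was 15.9-fold higher at Time 9 than at Time 15 (log2 3.99 ± 0.75, SD, n = 3), lysyl-tRNA synthetase (Ot11g02740) 14.3-fold higher at Time 9 than at Time 15 (log2 3.84 ± 0.34) and the methionyl type (Ot01g00870) 16.4-fold higher at Time 6 than at Time 18 (log2 4.03 ± 0.25). Chorismate synthase (Ot02g06020), on the way to aromatic amino acids, peaked at Time 5.39 ± 0.047, ketol-acid reductoisomerase (Ot03g02490) at Time 5.66 ± 0.32, and tryptophan synthase alpha (Ot04g00330) later, at Time 10.0 ± 0.29. Among synthetases 42 of 43 probes were past the cosine test (43 adjusted over the list alone), 35 lower and 4 higher in the light (the same counts when adjusted over the list alone), with a group peak at Time 6.17 ± 0.095. Their levels at Time 9 were higher than at other times, relative to the other probes: camera, adjusted p = 4.0e-05; adjusted p = 0.21 with an estimated correlation. Amino acid genes gave 50 of 52 (the same count when adjusted over the list alone) and a peak at Time 6.75 ± 0.13. Additional file 4, chosen on these samples and not independent evidence, peaked at Time 6.01 ± 0.068 over 34 probes.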

Many genes involved in the regulation of translation, tRNA and aminoacid synthesis had a phase of expression at dawn (Fig 5; Additional file 4). 

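Initiation factor eIF-4G (Ot03g00710), which joins mRNA to the ribosome, was 17.2-fold higher at Time 9 than at Time 18 (log2 4.10 ± 0.24, SD, n = 3), with peaks at Time 5.99 ± 0.16 and Time 6.04 ± 0.13 on its 2 probes. Subunit eIF-3a (Ot07g04200) was 14.8-fold higher at Time 9 than at Time 15 (log2 3.89 ± 0.27, near background at Time 15) and eIF-3f (Ot02g06740) 7.70-fold higher at Time 9 than at Time 15 (log2 2.94 ± 0.29, near background at Time 15). Pumilio APUM12 (Ot15g02000), a repressor of translation, peaked at Time 5.17 ± 0.16, release factor APG3 (Ot12g01760) at Time 5.68 ± 0.059 and the helicase eIF-4A (Ot07g03220) at Time 5.88 ± 0.07. Across the group 59 of 61 probes were past the cosine test (the same count when adjusted over the list alone), with 43 lower and 15 higher in the light (16 and 43 adjusted over the list alone). The group peaked at Time 6.09 ± 0.19, and clusters 107 and 92 at Time 5.54 ± 0.087 and Time 4.72 ± 0.14.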

Six regulators of translation, including Translation initiation eIF-4G, eIF-3, eIF-3f, the translational repressor Pumilio/PUF3 and related RNA-binding protein and translation ribosome release factor APG3 as well as tRNAs were mainly found in clusters 39/10 7 and 92, suggesting further a possible regulation of protein synthesis at dawn.

It is tempting to speculate that the sequential expression of transcription and translation basic machinery, after a gap in global transcription early in the night, may anticipate dawn to ensure a tight regulation of protein synthesis from that time.

### DNA replication and DNA repair genes are coregulated

In *Ostreococcus*, cell division is synchronized by the photoperiod and several S phase genes were shown to be express at the end of the light period [12]. 

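Replication genes as a group rose in the light to a mean log2 ratio of 1.16 ± 0.03 at Time 18 (SD over 3 kinetics) and had fallen to 0.58 ± 0.16 by Time 21, when the light goes off. DNA primase (Ot13g02130), which starts each new strand, was 33.7-fold higher at Time 18 than at Time 0 (log2 5.07 ± 0.18, SD, n = 3), and the B subunit of DNA polymerase alpha (Ot11g01510) 21.7-fold higher at Time 18 than at Time 6 (log2 4.44 ± 0.19, near background at Time 6), with peaks at Time 16.2 ± 0.10 and Time 17.3 ± 0.13. Across DNA replication probes 38 were higher and 11 lower in the light (38 and 12 adjusted over the list alone), and the median swing from trough to peak was log2 2.27. All 50 probes of Additional file 5 were higher in the light and peaked as a group at Time 17.4 ± 0.18; they were chosen for this pattern on these samples and are not independent evidence.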

Ten clusters with phases between time 16.5 and 17.5 were enriched in genes related to DNA replication (Fig 5; Additional file 5). The Proliferating Cell Nuclear Antigen (PCNA), a well known S phase marker, was found in these clusters. 

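PCNA (Ot06g03140), the clamp that holds DNA polymerase on its template, was 13.8-fold higher at Time 18 than at Time 3 (log2 3.78 ± 0.10, SD, n = 3, near background at Time 3) and peaked at Time 16.4 ± 0.41. Light minus dark was log2 2.64 (standard error 0.11, adjusted p = 5.1e-15). Mean log2 ratios rose from -0.52 ± 0.16 at Time 12 to 1.40 ± 0.15 at Time 15 and 1.72 ± 0.06 at Time 18, then fell to -0.15 ± 0.24 at Time 21.

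**Figure D3:**
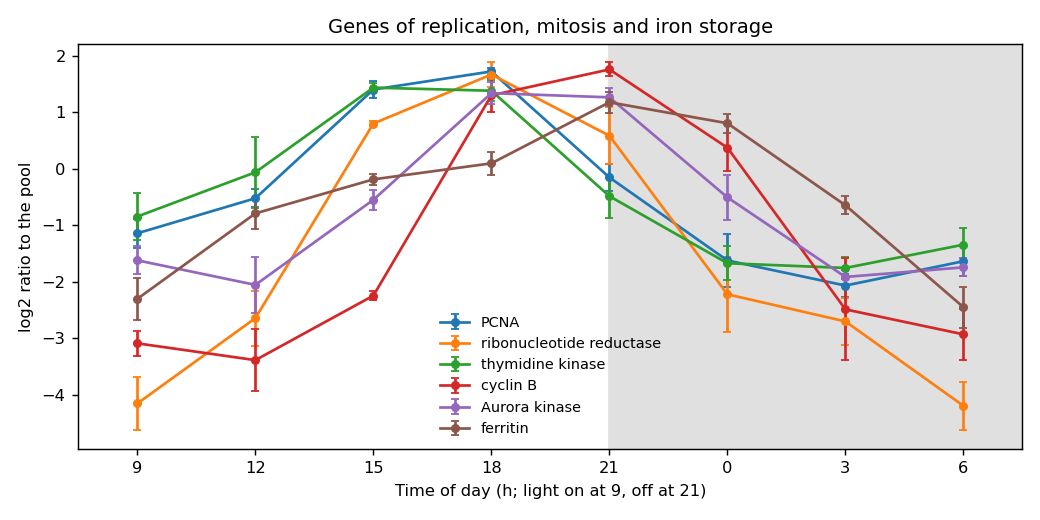
Log2 ratio ± SD over 3 kinetics of PCNA, ribonucleotide reductase, thymidine kinase, cyclin B, Aurora kinase and ferritin by time of day. At Time 9 the SD runs over the 6 samples of both days. At Time 0, PCNA stood at -1.62 and ferritin at 0.80.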

Within these 50 S-phase genes, a majority (33) was related to DNA replication, including sister chromatin cohesion proteins, MCM and Origin Recognition complex (ORC), DNA polymerase and Ribonuclease H1. 

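Helicase subunit MCM5 was rhythmic on 3 genes: Ot01g02530 was 24.7-fold higher at Time 18 than at Time 3 (log2 4.63 ± 0.09, SD, n = 3, near background at Time 3), Ot11g00970 16.4-fold (log2 4.03 ± 0.28, near background at Time 6) and Ot04g00530 8.56-fold (log2 3.10 ± 0.11, near background at Time 6). The origin protein ORC5 (Ot03g02740) peaked at Time 17.0 ± 0.24, while ORC1B (Ot04g00240) came after dusk, at Time 22.1 ± 0.63. DNA polymerase delta (Ot11g02010), which copies the genome, was 9.34-fold higher at Time 18 than at Time 3 (log2 3.22 ± 0.43, near background at Time 3), polymerase zeta (Ot08g00670), which copies past damage, 90.0-fold higher at Time 18 than at Time 3 (log2 6.49 ± 0.14, near background at Time 3), and ribonuclease H (Ot12g02360) 6.71-fold higher at Time 18 than at Time 3 (log2 2.75 ± 0.21, near background at Time 3). Cohesin subunits that hold sister chromatids peaked with them: PDS5 (Ot01g05330) at Time 17.6 ± 0.12 and SCC3 (Ot01g04710) at Time 17.8 ± 0.27. Of the cohesin and condensin group all 19 probes were past the cosine test (the same count when adjusted over the list alone).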

DNA replication clusters contained also thymidine kinase and ribonucleotide reductase (RNR), which are involved in nucleotide synthesis. 

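Ribonucleotide reductase (Ot01g00100), which makes the building blocks of DNA, was 63.2-fold higher at Time 18 than at Time 6 (log2 5.98 ± 0.11, SD, n = 3) and peaked at Time 18.5 ± 0.19. Thymidine kinase (Ot02g03960), which salvages thymidine, was 9.11-fold higher at Time 15 than at Time 3 (log2 3.19 ± 0.19) and peaked earlier, at Time 15.8 ± 0.21. Light minus dark was log2 2.98 (standard error 0.11, adjusted p = 3.7e-16) for the reductase and log2 2.51 (standard error 0.14, adjusted p = 2.8e-13) for the kinase. Histones, needed as DNA is copied, peaked at Time 19.4 ± 0.59 as a group, all 5 probes past the cosine test (the same count when adjusted over the list alone), with histone H3 (Ot01g03810) 10.2-fold higher at Time 18 than at Time 9 (log2 3.36 ± 0.11, near background at Time 9).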

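RAD17 (Ot05g00170), a checkpoint loader, was 42.3-fold higher at Time 18 than at Time 6 (log2 5.40 ± 0.35, SD, n = 3, near background at Time 6), the damage kinase ATR (Ot07g03350) 9.21-fold higher at Time 18 than at Time 3 (log2 3.20 ± 0.12, near background at Time 3), and the mismatch repair protein of the PMS1 family (Ot08g01820) 6.15-fold higher at Time 18 than at Time 6 (log2 2.62 ± 0.22). Peaks stood at Time 18.3 ± 0.35, Time 16.5 ± 0.21 and Time 17.1 ± 0.16. ERCC1 (Ot18g00230), which cuts out damaged bases, peaked at Time 17.5 ± 0.20 and MSH4 (Ot09g02460) at Time 18.4 ± 0.22. In the repair group 79 of 81 probes were past the cosine test (the same count when adjusted over the list alone), with 48 higher and 24 lower in the light (49 and 24 adjusted over the list alone). The group as a whole kept no clear common time: 31 of the 79 rhythmic probes peaked within 3 h of its mean peak.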

Interestingly genes involved in DNA mismatch repair from MLH2/PMS1/Pms2 family, ATR/Tel1 kinase involved in DNA damage signalling or RAD17 had similar transcript profiles as DNA replication genes. Like many phytoplanktonic species *Ostreococcus *cells are exposed to DNA damage due to UV exposure. In our experiment cells were grown at relatively low light intensity (35 μmol quanta cm^-2 ^s^-1^) lacking UV. It is therefore likely that the transcription of DNA repair genes is directly regulated by the photoperiod and/or by the circadian clock rather than by light intensity. Such a mechanism would be efficient for anticipating photo-damage and repairing DNA upon UV exposure during the day.

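FtsZ1 (Ot08g02180), which forms the division ring inside the chloroplast, was 11.1-fold higher at Time 15 than at Time 6 (log2 3.47 ± 0.13, SD, n = 3), and the dynamin ARC5 (Ot04g05060), which pinches it from outside, 16.9-fold higher at Time 18 than at Time 12 (log2 4.08 ± 0.26, near background at Time 12). ARC6 (Ot04g00190), which anchors the ring, was 29.7-fold higher at Time 15 than at Time 6 (log2 4.89 ± 0.72, near background at Time 6). Their peaks stood at Time 16.6 ± 0.45, Time 18.5 ± 0.52 and Time 16.9 ± 0.17. All were higher in the light: log2 2.49 (standard error 0.15, adjusted p = 1.1e-12) for FtsZ1, log2 1.94 (standard error 0.13, adjusted p = 6.9e-12) for ARC5 and log2 3.93 (standard error 0.21, adjusted p = 1.5e-13) for ARC6.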

Several genes involved in chloroplast division such as *FtsZ *and *ARC5 *were also detected in S phase clusters. Such a regulation might ensure the coordination of nuclear and chloroplast division, which takes place during nuclear DNA replication.

### Oxidative stress defence and photoprotection genes

We were unable to identify any conventional catalase in the genome of *O. tauri *suggesting that *Ostreococcus *uses an alternative mechanism to detoxify reactive oxygen species. Several genes involved in oxidative stress defence (thioredoxins) and against damaging light environments (Non Photochemical quenching 1) were found in cluster 85, 3 hours after dawn (Fig 5; Additional file 6). Likewise the transcriptional coregulation of UVR3-6-4 photolyase involved in DNA repair upon UV exposure and the copper/zinc superoxide dismutase known to detoxify reactive oxygen species (cluster 27) might be involved in protection against photo-damage.

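Thioredoxin f (Ot11g00070), which switches on enzymes of carbon fixation in the light, was 5.68-fold higher at Time 15 than at Time 0 (log2 2.51 ± 0.37, SD, n = 3) and peaked at Time 13.8 ± 0.54. NPQ1 (Ot16g00650), of heat dissipation under excess light, was 2.92-fold higher at Time 15 than at Time 3 (log2 1.55 ± 0.14) and peaked at Time 12.8 ± 0.23, and a thioredoxin-related protein (Ot07g00280) was 2.72-fold higher at Time 9 than at Time 21 (log2 1.44 ± 0.14). Cluster 85, with 30 probes, peaked at Time 12.8 ± 0.31. Of the oxidative stress group 54 of 60 probes were past the cosine test (the same count when adjusted over the list alone), with 28 higher and 24 lower in the light (the same counts when adjusted over the list alone); thioredoxin h2 (Ot10g01320) peaked at Time 18.5 ± 0.064 and thioredoxin reductase NTRB (Ot07g02830) at Time 18.6 ± 0.34. The 31 probes of Additional file 6, chosen on these samples and not independent evidence, peaked at Time 11.6 ± 0.14.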

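The 6-4 photolyase UVR3 (Ot05g00260), which mends UV damage with light, was 73.7-fold higher at Time 12 than at Time 3 (log2 6.20 ± 0.67, SD, n = 3), and the copper/zinc superoxide dismutase CSD2 (Ot20g00450), which removes superoxide, 24.0-fold higher at Time 12 than at Time 3 (log2 4.58 ± 0.23). Peaks stood at Time 14.8 ± 0.18 and Time 15.2 ± 0.12. Light minus dark was log2 4.92 (standard error 0.19, adjusted p = 8.5e-16) for UVR3 and log2 3.96 (standard error 0.12, adjusted p = 1.0e-17) for CSD2. The mean profile of cluster 27, with 8 probes, peaked at Time 15.2 ± 0.16 and spanned log2 4.95.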

Carotenoids pigments including violaxanthin, zeaxanthin and lutein, which protect cells from photo-oxidative damage, have been described in *O. tauri *[23]. Interestingly, phytoene desaturase, a precursor enzyme in carotenoid biosynthesis upstream of violaxanthin and zeaxanthin synthesis and zeaxanthin epoxidase, violaxanthin-de-epoxidase and Cytochrome P450 reductase is in cluster7, which also contains enzymes involved in DNA repair such as formamidopyrimidine-DNA glycosylase (Additional file 6). 

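Phytoene desaturase, an early step to carotenoids, was 70.3-fold higher at Time 12 than at Time 21 (log2 6.13 ± 0.17, SD, n = 3) on Ot10g02960 and 10.7-fold (log2 3.43 ± 0.19) on Ot12g01910, with peaks at Time 9.53 ± 0.22 and Time 13.0 ± 0.14. A gene described as violaxanthin de-epoxidase-related (Ot09g01190) was 3.85-fold higher at Time 12 than at Time 0 (log2 1.95 ± 0.40, near background at Time 0). Zeaxanthin epoxidase (Ot16g00660), which turns zeaxanthin into violaxanthin, was 11.1-fold higher at Time 15 than at Time 21 (log2 3.47 ± 0.49). P450 reductase (Ot11g02260) peaked at Time 9.33 ± 0.18 and the DNA glycosylase Ot05g02090 at Time 9.24 ± 0.80, both with narrow ranges (log2 1.55 ± 0.15, near background at Time 21 for the former and log2 1.58 ± 0.19 for the latter). Beta-carotene hydroxylase (Ot10g01980) was 27.6-fold higher at Time 12 than at Time 21 (log2 4.79 ± 0.56). In the carotenoid group 43 of 46 probes were past the cosine test (the same count when adjusted over the list alone), and cluster 7, with 41 probes, peaked at Time 9.24 ± 0.077.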

Our light intensity condition is more than 10 times lower than intensities *O. tauri *can survive [23]. Therefore, it is likely that genes involved in photoprotection and defence against oxidative stress generated by light are directly regulated by the photoperiod or by the circadian clock rather by light intensity. This regulation would allow *O. tauri *to anticipate predictable daily high light intensities encountered in the environment and account for its capacity to grow under relatively high light intensities [24].

### Coregulation of genes involved in mitosis

Mitosis is atypical in *O. tauri *since the nuclear envelope does not break down, no chromosomes have been observed and at the most two microtubules were seen using electron cryotomography [25]. The cell division cycle *per se (*SG2 M) is short in *O. tauri *and lasts less than 3 hours leading to a partial overlap of cell cycle phases in cell populations synchronized by light/dark cycles [26]. However at time 12 most of the cell undergo cytokinesis as cell number is increasing and the proportion of G2 M cells is decreasing compared to G1 cells. Consistently, several clusters (36, 62, 71 and 77) peaking at time 12 contained mitotic genes such as chromosome condensation complex condensins and Structural Maintenance of Chromosome2 (SMC2), a gene required for chromosome segregation (Fig 5; Additional file 7). 

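SMC2 and condensins G, H and D2 peaked around lights-off, unlike Ot06g01430, which is described as SMC4. SMC2 (Ot04g00660), which folds chromosomes, was 24.8-fold higher at Time 21 than at Time 12 (log2 4.63 ± 0.47, SD, n = 3), condensin G (Ot15g02730) 35.8-fold higher at Time 21 than at Time 9 (log2 5.16 ± 0.35), condensin H (Ot01g02640) 14.0-fold higher at Time 21 than at Time 12 (log2 3.80 ± 0.35) and condensin D2 (Ot02g05990) 9.17-fold higher at Time 21 than at Time 12 (log2 3.20 ± 0.42, near background at Time 12). Their peaks stood at Time 20.5 ± 0.48, Time 20.9 ± 0.56, Time 21.1 ± 0.45 and Time 21.0 ± 0.69. Clusters 36, 62 and 71 peaked at Time 19.8 ± 0.32, Time 20.6 ± 0.21 and Time 21.3 ± 0.51. Additional file 7, chosen on these samples and not independent evidence, peaked at Time 20.2 ± 0.42 over 40 probes.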

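The tubulin gene Ot12g01390, part of microtubules, was 61.7-fold higher at Time 18 than at Time 6 (log2 5.95 ± 0.11, SD, n = 3), while tubulin genes Ot08g03630 and Ot01g04230 changed little, 1.60-fold (log2 0.68 ± 0.12, near background at Time 18) and 1.30-fold (log2 0.38 ± 0.19, near background at Time 3). A gamma-tubulin ring protein (Ot04g02120), which seeds microtubules, peaked at Time 17.5 ± 0.28. Kinesins, motors on microtubules, came at dusk: ATK2 (Ot04g03280) was 11.1-fold higher at Time 21 than at Time 12 (log2 3.47 ± 0.38), ATK5 (Ot10g00670) 9.76-fold higher at Time 21 than at Time 15 (log2 3.29 ± 0.17), POK1 (Ot08g00860) 9.15-fold higher at Time 21 than at Time 12 (log2 3.19 ± 0.21, near background at Time 12), and KAR3 types Ot04g00540 and Ot08g02830 peaked at Time 19.8 ± 0.54 and Time 20.5 ± 0.59. Mitotic probes higher in the light numbered 30 and lower 19 (the same counts when adjusted over the list alone).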

Tubulin, including gamma-tubulin, and microtubule associated motor proteins such as kinesins were expressed at the time of mitosis, even though a mitotic spindle has never been observed in *Ostreococcus*. Well known regulatory proteins of mitosis such as B-type cyclin, CDK subunit1, the Haspin mitotic histone kinase required for metaphase chromosome alignment or the mitotic checkpoint kinase Bub1 and Aurora kinase were also identified in these clusters.

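Aurora kinase (Ot10g01060), which controls chromosome attachment, was 10.5-fold higher at Time 18 than at Time 12 (log2 3.39 ± 0.25, SD, n = 3, near background at Time 12) and peaked at Time 19.4 ± 0.50. CKS1 (Ot07g01930), a subunit of the cyclin-dependent kinase, was 15.8-fold higher at Time 18 than at Time 3 (log2 3.99 ± 0.12) and peaked at Time 19.1 ± 0.48, and haspin (Ot05g03870), which marks histone H3 at mitosis, was 9.04-fold higher at Time 21 than at Time 12 (log2 3.18 ± 0.41, near background at Time 12) and peaked at Time 20.9 ± 0.69. Levels in light and dark differed for Aurora kinase, log2 0.97 (standard error 0.12, adjusted p = 3.1e-07), and CKS1, log2 1.53 (standard error 0.11, adjusted p = 5.5e-11), but hardly for haspin, log2 0.13 (standard error 0.15, adjusted p = 0.44).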

Again, two genes encoding peroxide detoxifying enzymes ascorbate and gluthatione peroxidases were transcribed together with mitotic genes suggesting that they might be important to protect DNA against oxidative damage at the time of division.

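Ascorbate peroxidase (Ot09g01570), which removes hydrogen peroxide, was 16.2-fold higher at Time 21 than at Time 12 (log2 4.02 ± 0.32, SD, n = 3, near background at Time 12) and peaked at Time 20.4 ± 0.24. Glutathione peroxidase (Ot02g05100), with the same task, was 15.9-fold higher at Time 21 than at Time 9 (log2 3.99 ± 0.19) and peaked at Time 18.7 ± 0.22. Another ascorbate peroxidase, APX4 (Ot09g00500), kept a daytime peak at Time 14.6 ± 0.22 and was 28.8-fold higher at Time 12 than at Time 0 (log2 4.85 ± 0.23, near background at Time 0). Light minus dark was log2 0.42 (standard error 0.12, adjusted p = 0.0038), log2 2.03 (standard error 0.09, adjusted p = 2.1e-14) and log2 4.05 (standard error 0.09, adjusted p = 3.1e-19) for the 3 genes in that order.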

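Ferritin (Ot02g05790), which stores iron, was 12.4-fold higher at Time 21 than at Time 6 (log2 3.63 ± 0.18, SD, n = 3) and peaked at Time 20.3 ± 0.49, at lights-off. Its mean log2 ratio was -2.45 ± 0.36 at Time 6, -0.19 ± 0.10 at Time 15, 0.09 ± 0.20 at Time 18 and 1.17 ± 0.19 at Time 21. Light minus dark was log2 0.47 (standard error 0.11, adjusted p = 4.5e-04).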

Surprisingly ferritin was maximally expressed at the time of mitosis. In the oceans iron is often a limiting factor for phytoplankton growth and ferritin was shown to confer an ecological advantage to pennate diatoms [27]. In *Ostreococcus *ferritin might be important for iron storage at the end of the day since iron is found mainly associated to the photosynthetic apparatus in the chloroplast during the day.

The presence of several genes involved in Golgi-derived secretion such annexin, spectrin and callose synthase in mitotic clusters suggests that they might be related to the massive secretion of Golgi-derived material observed at the time of cell division. 

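Annexin (Ot11g03220), which binds membranes with calcium, was 18.1-fold higher at Time 21 than at Time 9 (log2 4.18 ± 0.26, SD, n = 3, near background at Time 9) and peaked at Time 18.9 ± 0.069. Beta-spectrin (Ot04g04900), of the scaffold under membranes, was 16.2-fold higher at Time 21 than at Time 12 (log2 4.01 ± 0.18) and peaked at Time 21.0 ± 0.61. Callose synthase (Ot07g01530), which makes a 1,3-glucan, was 13.3-fold higher at Time 15 than at Time 6 (log2 3.73 ± 0.27, near background at Time 6) and peaked earlier, at Time 17.8 ± 0.27. The 3 genes gave light minus dark values of log2 1.92 (standard error 0.11, adjusted p = 8.8e-13), log2 -0.01 (standard error 0.13, adjusted p = 0.92) and log2 2.48 (standard error 0.17, adjusted p = 1.1e-11).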

The nature of secreted molecules at the time of division is unknown but the secretion of polysaccharides such as callose might be linked to the absence of cell wall in *Ostreococcus*. Several clusters enriched in secretion genes such as guanine nucleotide exchange factor, vesicle coat complex COPII or protein transport SEC61 had an earlier phase around time 3 (Fig 5). 

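SEC61 alpha (Ot15g02090), the channel for secreted proteins, was 8.04-fold higher at Time 12 than at Time 3 (log2 3.01 ± 0.36, SD, n = 3) and SEC61 gamma (Ot15g00480) 4.11-fold higher at Time 12 than at Time 6 (log2 2.04 ± 0.30), with peaks at Time 13.7 ± 0.12 and Time 14.8 ± 0.23. AP-2 alpha (Ot20g00700) and a clathrin adaptor (Ot17g01060), which shape vesicles, peaked at Time 18.1 ± 0.25 and Time 15.1 ± 0.44, and signal recognition genes split, with Ot07g04260 at Time 17.2 ± 0.30 and the chloroplast type Ot01g00800 at Time 8.05 ± 0.07. In the group 58 of 62 probes were past the cosine test (the same count when adjusted over the list alone), 47 higher and 7 lower in the light (the same counts when adjusted over the list alone), and the group peak was at Time 16.4 ± 0.20. Higher levels in the light held for the group: camera, adjusted p = 8.0e-05; adjusted p = 0.23 with an estimated correlation. Its levels at Time 12 were higher than at other times, relative to the other probes: camera, adjusted p = 0.0068; adjusted p = 0.25 with an estimated correlation.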

Whether their expression is related to cell cycle progression remains to be determined.

### Coregulation of photosynthesis and lipid metabolism genes

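Photosystem genes peaked in the first part of the afternoon. The PsbO subunit of oxygen release (Ot14g00200) was 51.1-fold higher at Time 15 than at Time 0 (log2 5.68 ± 0.67, SD, n = 3), PsbY (Ot12g00530) 61.1-fold higher at Time 15 than at Time 3 (log2 5.93 ± 0.83), PsbP (Ot14g03030) 25.9-fold higher at Time 15 than at Time 3 (log2 4.70 ± 0.03) and PsaF of photosystem I (Ot04g01880) 39.4-fold higher at Time 15 than at Time 3 (log2 5.30 ± 0.51). Peaks stood at Time 13.7 ± 0.093, Time 14.2 ± 0.10, Time 14.3 ± 0.029 and Time 14.5 ± 0.10. All 19 probes were past the cosine test (the same count when adjusted over the list alone), 17 were higher and 1 lower in the light (the same counts when adjusted over the list alone), and the group peaked at Time 13.2 ± 0.084. Clusters 33 and 6, with 35 and 12 probes, had fitted peaks at Time 9.96 ± 0.28 and Time 10.0 ± 0.26, after lights-on. Most of their rise came in the dark, from mean log2 ratios of -3.95 and -4.83 at Time 21 to 0.42 in both at Time 6.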

Aside two nearly identical clusters (C33/C6) with a late night phase of expression at 7 hours after light ON, other photosynthesis clusters had a mid-day phase of expression (Figure 5; Additional file 8; Additional file 9). 

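GcpE (Ot09g00990) and CLB6 (Ot08g01140), enzymes on the plastid route to isoprenoids, were 50.3-fold higher at Time 12 than at Time 21 (log2 5.65 ± 0.54) and 6.68-fold higher at Time 12 than at Time 21 (log2 2.74 ± 0.11). Ycf4 (Ot06g03620), which assembles photosystem I, was 28.7-fold higher at Time 12 than at Time 21 (log2 4.84 ± 0.16, near background at Time 21), and geranylgeranyl reductase (Ot02g04630), which makes the tail of chlorophyll, 64.2-fold higher at Time 12 than at Time 21 (log2 6.00 ± 0.04). Peaks stood at Time 9.66 ± 0.27, Time 10.8 ± 0.17, Time 10.3 ± 0.17 and Time 10.2 ± 0.32 (SD, n = 3). The 27 probes of Additional file 8 peaked at Time 9.93 ± 0.25, and 24 of them were higher in the light; the list was chosen on these samples and is not independent evidence.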

C33/C6 late night clusters contained genes involved in chloroplast biogenesis (GcpE chloroplast biogenesis4; chloroplast Biogenesis 6), photosystem I assembly protein Ycf4 and precursors of chlorophyll and carotenoid biosynthesis such as geranylgeranyl reductase (Additional file 8). Interestingly, these clusters were also enriched in genes related to lipid biosynthesis and storage such as phosphatidylinositol transfer protein, delta 6-fatty acid desaturase/delta-8 sphingolipid desaturase, delta12-fatty acid dehydrogenase desaturase, Fatty acid biosynthesis I, oxysterol binding protein or patatin. 

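Fatty acid synthesis gene FAB1 (Ot15g01520) was 65.9-fold higher at Time 12 than at Time 21 (log2 6.04 ± 0.30, SD, n = 3), and the delta 6 desaturase Ot03g03040, which adds a double bond, 44.0-fold higher at Time 12 than at Time 21 (log2 5.46 ± 0.50). FAD2 desaturase genes Ot02g07730 and Ot17g02110 were 6.37-fold (log2 2.67 ± 0.61) and 7.14-fold (log2 2.84 ± 0.19) higher at Time 12 than at Time 21. A phosphatidylinositol transfer protein (Ot20g00890) peaked at Time 10.8 ± 0.32, an oxysterol-binding protein (Ot03g00120) at Time 10.9 ± 0.064 and a patatin-like lipase (Ot09g01290) at Time 9.71 ± 0.42. Not all lipid genes kept that time: acyl-CoA synthetase (Ot16g00030) peaked at Time 17.5 ± 0.24 and lysophospholipase (Ot10g02430) at Time 18.5 ± 0.10, and a lipase (Ot06g04780) was 80.0-fold higher at Time 6 than at Time 0 (log2 6.32 ± 0.40). Of the lipid group 113 of 119 probes were past the cosine test (114 adjusted over the list alone), with 55 higher and 38 lower in the light (the same counts when adjusted over the list alone). The group passed neither for Times 6 and 9 (camera, adjusted p = 0.84; adjusted p = 0.85 with an estimated correlation) nor for light against dark (camera, adjusted p = 0.39; adjusted p = 0.49 with an estimated correlation).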

Genes belonging to Calvin cycle (phosphoribulokinase), glycolysis (fructose-bisphosphate aldolase, triose phosphate isomerase) and pentose phosphate pathway (Ribose-phosphate pyrophosphokinase) were also identified in these clusters. These genes may be mainly under circadian rather than direct light control since their expression anticipates dawn. Such a mechanism might be used to optimize light assimilation from dawn. 

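Phosphoribulokinase (Ot04g02900), which makes the CO2 acceptor, was 39.7-fold higher at Time 12 than at Time 21 (log2 5.31 ± 0.47, SD, n = 3), triosephosphate isomerase (Ot09g00080) 51.7-fold higher at Time 12 than at Time 21 (log2 5.69 ± 0.64), and ribose-phosphate pyrophosphokinase (Ot16g01440) 38.0-fold higher at Time 6 than at Time 21 (log2 5.25 ± 0.40). Fructose-bisphosphate aldolase peaked at Time 10.1 ± 0.42 on Ot04g04610 and Time 10.6 ± 0.091 on Ot10g01490. Ribulose-phosphate epimerase (Ot06g01840) was 91.6-fold higher at Time 12 than at Time 21 (log2 6.52 ± 0.15), and bisphosphatase genes Ot03g05460 and Ot03g00330 peaked at Time 9.79 ± 0.23 and Time 11.5 ± 0.19. In the Calvin cycle group 23 of 24 probes were past the cosine test (the same count when adjusted over the list alone), with 12 higher and 5 lower in the light (the same counts when adjusted over the list alone) and a group peak at Time 9.58 ± 0.48.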

The soluble starch synthase III (SSIII), a key enzyme involved in the synthesis of the long glucan fraction, is required for circadian rhythm of starch content, which peaks in the middle of the night phase in *Chlamydomonas *[28]. The photoperiod/circadian regulation of starch content is currently unknown in *Ostreococcus*. 

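Starch synthase III was 60.5-fold higher at Time 6 than at Time 21 (log2 5.92 ± 0.23, SD, n = 3) on Ot16g01560, with its peak at Time 9.16 ± 0.26, when the light comes on. A second gene with that description (Ot13g01250) did not pass the cosine test (adjusted p = 0.07) and was 3.63-fold higher at Time 15 than at Time 21 (log2 1.86 ± 0.16). Alpha-amylase, which breaks starch, came on both sides of the day: Ot16g00380 was 89.2-fold higher at Time 6 than at Time 21 (log2 6.48 ± 0.13, near background at Time 21) and Ot07g02010 51.4-fold higher at Time 18 than at Time 6 (log2 5.68 ± 0.15, near background at Time 6). Glucan phosphorylase PHS2 (Ot04g02110) peaked at Time 18.8 ± 0.031.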

Based on the phase of *SSIII *transcript(cluster33), it would not be surprising to find a circadian regulation of starch content in *Ostreoccocus *like in *Chlamydomonas*.

On the other hand many genes involved in chlorophyll biosynthesis and light harvesting complex genes were found in separate well defined clusters with an afternoon phase at Time 14 (Additional file 9) suggesting that they are controlled by distinct transcriptional networks.

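Chlorophyll genes peaked before those of the antenna. Magnesium chelatase CHLD (Ot05g05120) was 59.2-fold higher at Time 12 than at Time 21 (log2 5.89 ± 0.20, SD, n = 3, near background at Time 21), GUN4 (Ot17g00150), its partner, 63.8-fold higher at Time 12 than at Time 21 (log2 5.99 ± 0.18, near background at Time 21), protochlorophyllide reductase (Ot07g01640) 24.2-fold higher at Time 15 than at Time 21 (log2 4.60 ± 0.27) and chlorophyll a oxygenase (Ot12g01450) 34.1-fold higher at Time 15 than at Time 21 (log2 5.09 ± 0.13). Porphobilinogen synthase (Ot01g02360) peaked at Time 11.8 ± 0.41 and Time 11.7 ± 0.47 on its 2 probes. Antenna proteins that catch light came later: LHCB5 (Ot14g01370) was 68.8-fold higher at Time 15 than at Time 0 (log2 6.10 ± 0.23), LHCA1 (Ot02g07190) 18.7-fold higher at Time 15 than at Time 3 (log2 4.22 ± 0.43), LHCB4.3 (Ot16g02550) peaked at Time 14.1 ± 0.26, and LHCA2 genes Ot02g05720 and Ot09g04370 at Time 14.4 ± 0.20 and Time 14.3 ± 0.28. The chlorophyll group peaked at Time 10.8 ± 0.27 with 27 of 27 probes past the cosine test (the same count when adjusted over the list alone), and the antenna group at Time 15.3 ± 0.09 with 8 of 8, all higher in the light (the same counts when adjusted over the list alone; median log2 3.55). For levels at Time 15 the antenna had adjusted p = 3.5e-04 by camera and adjusted p = 0.1 with an estimated correlation. Additional file 9, chosen on these samples and not independent evidence, peaked at Time 12.8 ± 0.19 over 27 probes.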

### Transcriptional regulation of transcription factors

A vast majority of *Ostreococcus *genes appear to be regulated by the photoperiod. 

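Transcription factor probes numbered 118, of which 117 were above background and 112 past the cosine test (the same count when adjusted over the list alone). A GATA-type response regulator (Ot13g01890) was 56.5-fold higher at Time 21 than at Time 6 (log2 5.82 ± 0.14, SD, n = 3), and APRR3 (Ot08g03690), related to the plant clock protein, 32.1-fold higher at Time 12 than at Time 21 (log2 5.00 ± 0.35, near background at Time 21). In the light 43 of the probes were higher and 60 lower than in the dark (the same counts when adjusted over the list alone). Only factors with a gene description among the probes the authors selected as changing can be counted.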

Only 183 transcription factors were identified in *O. tauri*, amongst which 170 were expressed. 

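Peaks of rhythmic transcription factor probes fell in all 8 windows of the day, 12, 18, 20, 13, 6, 13, 15 and 15 of them around Times 0, 3, 6, 9, 12, 15, 18 and 21. Response regulator Ot13g01890 and clock-like APRR3 (Ot08g03690) lie at opposite ends of the light period, at Time 19.1 ± 0.28 (SD, n = 3) and Time 11.4 ± 0.18. The CCAAT displacement protein CDP1 (Ot09g03770), a repressor, peaked at Time 17.3 ± 0.47 and was 5.25-fold higher at Time 21 than at Time 6 (log2 2.39 ± 0.42).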

Like other genes, they had reproducible rhythmic patterns of expression, with all phases of the day being represented (Additional file 10). Transcription factors such as MAD-Box being present as a single member were expressed only at certain times of the day. 

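The single MADS box gene, Ot04g00840, has 3 probes that disagree. One was 5.05-fold higher at Time 0 than at Time 9 (log2 2.34 ± 0.08, SD, n = 3) and peaked at Time 23.4 ± 0.25. The other two were nearly flat, 1.52-fold (log2 0.60 ± 0.08, near background at Time 12) and 1.83-fold (log2 0.87 ± 0.19, near background at Time 12), with peaks at Time 4.19 ± 0.46 and Time 4.85 ± 0.60. All 3 were lower in the light, with light minus dark at log2 -1.08 (standard error 0.07, adjusted p = 8.1e-12), log2 -0.40 (standard error 0.07, adjusted p = 4.0e-05) and log2 -0.46 (standard error 0.08, adjusted p = 2.6e-05).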

Assuming that transcript levels reflect the level of protein, this would suggest that either their activity is restricted to specific times of the day or that their protein are present at steady state levels, which are not correlated to the level of transcripts. 

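HMG box proteins bend DNA, and 5 probes carry that description. The DNA topoisomerase-like Ot06g02420 peaked at Time 4.45 ± 0.33 (SD, n = 3), Ot14g01350 at Time 15.7 ± 0.039, Ot17g00830 at Time 21.3 ± 0.17, and Ot08g01300 at Time 20.8 ± 0.52 and Time 21.4 ± 0.33 on its 2 probes. Cosine amplitudes were log2 2.23, 1.51, 1.49, 1.27 and 2.40 in that order. Peaks thus fell at the end of the night, in the afternoon and at dusk, and none of the 5 around Times 9 or 12.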

In case of multigenic families, such as HMG all phases of expression were observed. 

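HAP5 (Ot11g00340), a subunit of the CCAAT-binding complex, was 4.05-fold higher at Time 15 than at Time 3 (log2 2.02 ± 0.10, SD, n = 3) on one probe and 7.69-fold higher at Time 12 than at Time 6 (log2 2.94 ± 0.07) on the other, with peaks at Time 16.5 ± 0.17 and Time 12.8 ± 0.13. HAP3 (Ot04g05280) was 3.04-fold higher at Time 21 than at Time 6 (log2 1.60 ± 0.14) and peaked at Time 15.4 ± 0.31, and a CBF/NF-Y protein (Ot14g01850), also described as a DNA polymerase epsilon subunit, at Time 16.1 ± 0.45. A histone H2A (Ot16g01050) and a phosphate translocator (Ot07g03290), listed with them by the authors, peaked at Time 19.9 ± 0.62 and Time 17.0 ± 0.39. The keyword list for CCAAT-binding genes also holds CDP1, a CCAAT displacement protein and not a HAP subunit, which its tests include. All 5 of its probes were past the cosine test (the same count when adjusted over the list alone) and higher in the light (the same counts when adjusted over the list alone): camera, adjusted p = 0.0069; adjusted p = 0.16 with an estimated correlation. Their levels at Times 18 and 21, the end of the light, did not pass: camera, adjusted p = 0.098; adjusted p = 0.21 with an estimated correlation.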

Interestingly, 5 out of 7 CCAAT-HAP3 and CCAT-HAP5 had very similar pattern of expression, peaking at the end of the day, suggesting that CCAT-dependent transcription may be more active at this time of the day. Comparisons of transcription patterns of genes containing CCATT boxes in their promoter may help to address this question.

## Conclusions

Most of expressed genes of *O. tauri *appear to be transcriptionally regulated under light/dark cycles and display robust rhythms of expression. In addition, high resolution Bayesian Fourier Clustering analysis revealed the occurrence of transcriptional networks associated with specific biological processes such as transcription, translation, photosynthesis and cell division. This should allow the identification of new genes involved in specific processes or interconnected transcriptional networks. For example the coregulation of genes involved in DNA replication, DNA repair and photoprotection may account for the ability of *O. tauri *to grow under a wide range of medium to high light intensities. Together the limited set of transcription factors, the small size of intergenic regions and the availability of sequences of several *Ostreococcus *ecotypes, should make possible to identify response elements in promoters of coregulated genes. Genetic transformation was recently developed and used to characterize a conserved circadian Evening Element in the promoter of the *Ostreococcus Time of CAB Expression-1 *clock gene [29]. Future transcriptomic studies coupled to phylogenetic footprint and functional analysis should give insight into the transcriptional networks involved not only in diurnal regulation of gene expression but also in response to specific stresses of the marine environment such as phosphate, nitrogen or iron limitation, UV stress or in response to viral infection.

## Methods

### Slides construction and hybridization

Genome-wide based *Ostreococcus *slides (24 K) were manufactured in the Genopole Ouest Transcriptome Platform (Rennes, France). Gene-specific 50-mer oligonucleotides (8,056) were designed and synthesized by Eurogentec on the basis of January 2006 annotation. In the final annotation of the genome (June 2006, http://bioinformatics.psb.ugent.be/blast/public/?project=ostreococcus), 6369 genes were represented by at least one probe (5435 by a single probe, 791 by two probes, 116 by 3 probes and 27 by more than 4 probes) but 565 oligonucleotides did not match the genome anymore in BlastN. However 372 out these 565 probes gave a good and reproducible hybridization signal, were selected after ANOVA as differentially expressed genes (see below). Therefore each probe was attributed a feature number with corresponding numbers in the two annotations. 

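Probes of one gene often disagreed. Over 1302 pairs of probes of the same gene the median correlation of profiles was 0.348, with 28.3% above 0.7 and 31.2% below 0. Where both probes were rhythmic (1040 pairs), the median difference of peak times was 3.14 h, and 48.9% lay within 3 h. ATP synthase alpha (Ot03g01100), which makes ATP, is a pair that fits: Time 4.65 ± 0.18 (SD, n = 3) and Time 5.58 ± 0.09. In the deposited annotation 6371 genes have a probe, 5435 of them 1, 792 have 2, 117 have 3 and 27 have 4 or more.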

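Of 565 probes without a gene in the final annotation, 430 were above background and 457 changed with time of day, 407 of them past the study's threshold. Some are among the strongest rhythms: one without description had means of log2 1.53 ± 0.11 at Time 18 and -6.41 ± 0.20 at Time 9.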

Cell culture conditions, RNA extraction, labelling, hybridization and raw analysis have been previously described [12].

### Microarray data analysis

Normalization was performed using the print-tip loess method and scaled with the Gquantile method [30,31]. Time courses of gene expression were performed in triplicate, over 27 h, at 3 h intervals (nine time points per time course). 

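No probe had data in fewer than 30% of the samples in the deposited scanner intensities, and 8055 of the 8056 probes entered the tests. The other, the only probe without any value at some of the time points, could not be fitted.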

Fifteen probes, where on more than 70% time points no data are available, were removed from the analysis. We first verified hybridization robustness by performing a hierarchical clustering on the 8041 selected probes using TiGRMeV4.0 suite [32]. 

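Technical replicates of a sample correlated at a median r of 0.987 (lowest 0.943, highest 0.996, 81 pairs of sub-arrays). Their median was used as the value of the sample, so n counts kinetics and not sub-arrays.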

Technical triplicates were clustered. Therefore, for further analysis, we chose to work on the median value of each technical triplicate.

Analysis of Variance (ANOVA) and Principal Component Analysis (PCA) were performed using the GeneANOVA software [33] and the limma (R package) from bioconductor [34]. 6822 genes differentially expressed with a P value < 10-3 were selected using a 3 factors (genes, biological kinetics and biological replicates) ANOVA. Correlations were found between gene expression and time points with PCA and we retained 2038 genes with best dispersion corresponding to maximized variance. Twelve gene expression clusters were highlighted with SOM 2D (Self organizing Map) provided in TiGRMeV4.0 suite (Current metric = pearson correlation) and analysed using FATIGO based on *Arabidopsis *functional annotation. Qualitative information was obtained about biological processes associated with specific times of the day. However, only a small number of homologues of *Arabidopsis *annotated genes were found. For this reason, these clusters were not further analyzed.

Bayesian Fourier Clustering (BFC) was used to cluster time series according to their expression profiles using the framework of a standard linear model [14]. Curves were clustered together by BFC if they appeared to have been drawn from a joint distribution with parameters β and σ^2^, where Y = Bβ + ε and Y represents the logarithm of the expression levels. ε is a noise term, which is normally distributed with mean zero and variance σ^2^. Thus the skewed time course of expressions of genes in each cluster is characterized by a different vector of Fourier coefficients β and associated variance σ^2^. This technique is therefore a powerful way of uncovering a wide variety of shapes and respects the time ordering of expressions. This method was exceptionally fast because of the choice of distributions on the parameters [35], the settings of the hyperparameters [15] and the hierarchical search among partition spaces. Each gene expression profile was initially assigned to an individual cluster. Then the two clusters most similar in covariance structure were merged to produce a new set of clusters. The process on the current set of clusters was repeated until all profiles lie in a single cluster. At each merger, the clustering was scored; the highest score was obtained for a partition of the 2038 gene probes into 138 clusters. Our flexible C++ code enabled us to apply the above model to the *O. tauri *data without the multistage clustering, which can cause the undesired loss of genes [14]. The design matrix B was customised and chosen to contain Fourier basis functions to help in the identification of rhythmic genes. The vector β holds the Fourier coefficients for the average profile of each cluster. For computational reasons and given the nature of the data, only the first, third, sixth and ninth harmonics, along with the constant term, were included. These values produced the average profile seen as the blue line in Figure 4(B) and in the Supplementary Figures. Clusters were identified by dominance of the harmonic associated with a high 24-hr diurnal component relative to other harmonics. Adapting a statistic used in Edwards *et al*. (2006) we measured the strength of the diurnal variation of the 3-day experiment by the third harmonic ratio (THR): THR =  where *a*_i_is the coefficient of the *i*-th cosine term, *b*_i _the coefficient of the *i*-th sine term and *i *indexes the particular harmonic.

Genes in the final KOG based genome annotation (June 2006) corresponding to *O. tauri *probe sequences were blasted (BLASTX) on *Arabidopsis *non redundant database to identify *Arabidopsis *closest orthologue. Identification of biological processes associated with BFC clusters was done on the basis of both annotations.

The complete dataset has been submitted to the Gene Expression Omnibus (GEO) public database at NCBI under the accession number: GSE16422. (Processed data: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=jbmhpwkyccmuwvu&acc=GSE16422

## Authors' contributions

AM analyzed microarray data, performed statistical analysis using ANOVA and PCA and she was also involved in writing of the manuscript and submitting data to GEO. SL implemented BFC analysis for the *Ostreococcus *dataset, designed BFC clustering and was involved in writing. RL participated to microarray and statistical analysis. BJ improved the annotation of *Ostreococcus *genes, based on existing annotations and databases search. JS participated to BFC analysis. FC was involved in manual analysis of BFC clusters. FYB coordinated the work and was more specifically involved the manual analysis of BFC clusters and writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of TOP50 genes with highest amplitude**. TOP50 genes ranked according to their amplitude as log_2_(ratio). Click here for file

Additional file 2 **List of Top 50 genes with highest median expression**. TOP50 genes ranked according to their median hybridization signal (absolute value). Click here for file

Additional file 3 **Coregulation of genes involved in basic transcription machinery during the night**. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Bottom right: The main BFC profiles and coefficients are shown. Note that clusters 61, 54, 111 and 67, clusters 29 and 92 as well as clusters 80 and 28 have almost identical profiles and for convenience only one profile (e.g. 61) is shown. Click here for file

Additional file 4 **Clusters of genes involved in protein synthesis including translation regulators, tRNA and amino acid biosynthesis around dawn**. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles are shown. Note that clusters 39 and 107 have nearly identical profiles. Click here for file

Additional file 5 **Coregulation of DNA replication and DNA repair genes at the end of the light period**. S Phase BFC Clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 41, 64 and 87 as well as clusters 57 and 116, clusters 46, 122 and 129 have nearly identical profiles. Click here for file

Additional file 6 **Cluster of genes involved in photoprotection, defence against oxidative stress and DNA repair around midday**. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Click here for file

Additional file 7 **Coregulation of genes involved in mitosis at dusk**. Mitotic BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 71 and 49 as well as clusters 104 and 36 have nearly identical profiles. Click here for file

Additional file 8 **Late night clusters of genes involved in chloroplast biogenesis, pigment biosynthesis, lipid biosynthesis and metabolism**. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 33 and 6 have nearly identical profiles. Click here for file

Additional file 9 **Afternoon genes involved in Chlorophyll and Photosystem proteins biosynthesis**. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Right: The main BFC profiles and coefficients are shown. Click here for file

Additional file 10 **Transcriptional regulations of transcription factors**. (A) Hierarchical clustering of 170 expressed transcription factors. (B) Transcription patterns of expression of CCAAT HAP3/HAP5 transcription factors. Click here for file

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 1 — List of TOP50 genes with highest amplitude. TOP50 genes ranked according to their amplitude as log2(ratio).

Additional data file 1: TOP50 genes with highest amplitude		
Feat Num	Gene description	Chr
4751	KOG0266 WD40 repeat-containing protein	15
3798	KOG0385 Chromatin remodeling complex WSTF-ISWI, small subunit	9
6245	KOG0471 Alpha-amylase	16
8051	KOG0968 DNA polymerase zeta, catalytic subunit	8
7189	KOG2957 Vacuolar H+ATPase V0 sector, subunit d	8
7054	ribosomal protein S8e family protein	17
6412	KOG0996 Structural maintenance of chromosome protein 4	6
2316	dimethyladenosine transferase, putative	8
1710	PGM (PHOSPHOGLUCOMUTASE)	15
3897	UVR3 (UV REPAIR DEFECTIVE 4)	5
7883	KOG0501 K+channel KCNQ	9
4921	KOG1496 Malate dehydrogenase	6
1339	KOG2708 Predicted metalloprotease with chaperone activity	5
6901	regulator of chromosome condensation (RCC1)/ UVB-resistance protein	5
7926	KOG2019 Metalloendoprotease HMP1 (insulinase superfamily)	6
305	KOG2807 RNA polymerase II transcription initiation	6
1047	KOG1404 Alanine-glyoxylate aminotransferase AGT2	20
4611	KOG1765 Regulator of ribosome synthesis	15
7194	KOG3111 D-ribulose-5-phosphate 3-epimerase	6
3886	KOG2335 tRNA-dihydrouridine synthase	8
7391	ribosomal protein L29 family protein	6
7860	KOG0800 FOG: Predicted E3 ubiquitin ligase	10
4749	KOG1441 Glucose-6-phosphate/phosphate antiporter	15
7597	KOG2323 Pyruvate kinase	16
5197	flavin reductase-related	4
5030	FFC (FIFTY-FOUR CHLOROPLAST HOMOLOGUE)	1
25	GUN4 (Genomes uncoupled 4)	17
4186	MATE efflux family protein	4
4886	lipase class 3 family protein	6
5756	KOG1248 Uncharacterized conserved protein	15
6434	KOG2974 Uncharacterized conserved protein	18
3200	KOG1256 Long-chain acyl-CoA synthetases (AMP-forming)	16
267	KOG4153 Fructose 1,6-bisphosphate aldolase	10
6260	KOG1601 GATA-4/5/6 transcription factors	13
1865	CHLD/PDE166 (PIGMENT DEFECTIVE 166)	5
6336	KOG0054 Multidrug resistance-associated protein	3
2769	KOG1282 Serine carboxypeptidases (lysosomal cathepsin A)	10
5347	KOG4747 Two-component phosphorelay	8
6458	EMB2726 (EMBRYO DEFECTIVE 2726); translation elongation factor	4
3537	DIT1 (DICARBOXYLATE TRANSPORTER 1); oxoglutarate:malate antiporter	4
1727	KOG0358 Chaperonin complex component, TCP-1 delta subunit (CCT4)	12
2915	DIT2.2 (DICARBOXYLATE TRANSPORTER 2.2)	4
3775	PDS3 (PHYTOENE DESATURASE)	10
1967	KOG0653 Cyclin B and related kinase-activating proteins	1
5025	KOG2780 Ribosome biogenesis protein RPF1	1
5055	KOG1112 Ribonucleotide reductase, alpha subunit	1
6370	phosphoglycolate phosphatase, putative	8
931	RPS1 (ribosomal protein S1); RNA binding	2
1979	acidic ribosomal protein P0-related	17

Cell division, protein synthesis, metabolism, photoprotection.

Chr (chromosome number), Feat Num (Feature Number)

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 2 — List of Top 50 genes with highest median expression. TOP50 genes ranked according to their median hybridization signal (absolute value).

Additional data file 2: Top 50 genes with highest median expression

Feat Num	Gene description	Chr
6573	Unknown	7
980	CLPC (HEAT SHOCK PROTEIN 93-V); ATP binding / ATPase	14
4997	PETC (PHOTOSYNTHETIC ELECTRON TRANSFER C)	1
4749	KOG1441 Glucose-6-phosphate/phosphate antiporter	15
4432	GUN5 (GENOMES UNCOUPLED 5)	4
5045	KOG3283 40S ribosomal protein S8	14
7585	RCA (RUBISCO ACTIVASE)	4
6406	KOG1001 Helicase-like transcription factor HLTF/DNA helicase RAD5	6
4770	KOG3204 60S ribosomal protein L13a	12
2861	60S ribosomal protein L14 (RPL14A)	6
6562	photosystem II protein M	12
1981	ENDOPLASMIC RETICULUM-TYPE CALCIUM-TRANSPORTING ATPASE3	1
6771	ATGCN4 (Arabidopsis thaliana general control non-repressible 4)	15
7363	60S ribosomal protein L18A (RPL18aB)	7
5515	SAPX; L-ascorbate peroxidase	1
3840	31 kDa ribonucleoprotein, chloroplast, putative / RNA-binding protein RNP-T	9
5411	PRK (PHOSPHORIBULOKINASE); ATP binding	4
5007	Ribosomal protein L17 family protein	1
7887	60S ribosomal protein L12 (RPL12C)	3
2649	CXIP1 (CAX INTERACTING PROTEIN 1)	1
3575	ethylene-responsive DEAD box RNA helicase, putative (RH30)	12
7483	Ribosomal protein L13 family protein	3
3536	ARP2/RPL3B (ARABIDOPSIS RIBOSOMAL PROTEIN 2)	1
918	TOM40 (translocase of the outer mitochondrial membrane 40)	3
7177	60S ribosomal protein L11 (RPL11B)	3
5041	MPPBETA; metalloendopeptidase	14
7428	TGD2 (TRIGALACTOSYLDIACYLGLYCEROL2)	6
3572	KOG0764 Mitochondrial FAD carrier protein	1
4780	KOG3254 Mitochondrial/chloroplast ribosomal protein L6	15
1823	KOG1810 Cell cycle-associated protein	6
1552	KOG0675 Calnexin	3
4021	GL3 (GLABRA 3); transcription factor	3
356	ABC transporter family protein	5
5454	CHLI1 (CHLORINA 42); magnesium chelatase	2
408	60S ribosomal protein L7 (RPL7B)	3
2596	cytochrome c oxidase subunit 6b, putative	17
485	40S ribosomal protein S20 (RPS20B)	3
7113	KOG1475 Ribosomal protein RPL1/RPL2/RL4L4	16
4639	KOG0729 26S proteasome regulatory complex, ATPase RPT1	9
7710	Unknown	1
1857	KOG1080 Histone H3 (Lys4) methyltransferase complex, subunit SET1	6
3983	Ribosomal protein L19 family protein	20
7797	KOG0776 Geranylgeranyl pyrophosphate synthase/Polyprenyl synthetase	17
5768	Unknown	17
5488	CLPP5 (NUCLEAR ENCODED CLP PROTEASE 1); endopeptidase Clp	2
897	LPD1 (LIPOAMIDE DEHYDROGENASE 1)	4
315	KOG0465 Mitochondrial elongation factor	7
1663	KOG1711 Mitochondrial/chloroplast ribosomal protein L22	18
267	KOG4153 Fructose 1,6-bisphosphate aldolase	10

Photosynthesis and carbon fixation, ribosomal proteins

Feat Num (Feature Num), Chr (Chromosome number)

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 3 — Coregulation of genes involved in basic transcription machinery during the night. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Bottom right: The main BFC profiles and coefficients are shown. Note that clusters 61, 54, 111 and 67, clusters 29 and 92 as well as clusters 80 and 28 have almost identical profiles and for convenience only one profile (e.g. 61) is shown.

Additional data file 3

Feat Num	BFC	Gene description
3519	61	40S ribosomal protein S10 (RPS10A)
7616	61	DNA-directed RNA polymerase
3985*	61	KOG0272 U4/U6 small nuclear ribonucleoprotein Prp4 (contains WD40 repeats)
8033*	61	KOG0272 U4/U6 small nuclear ribonucleoprotein Prp4 (contains WD40 repeats)
7455	61	KOG2574 mRNA splicing factor PRP31
6169	61	60S ribosomal protein L10 (RPL10B)
4427	61	KOG0110 RNA-binding protein (RRM superfamily)
3081	61	KOG3503 H/ACA snoRNP complex, subunit NOP10
4169	61	KOG1596 Fibrillarin and related nucleolar RNA-binding proteins
7875	61	KOG2574 mRNA splicing factor PRP31
6369	61	KOG2409 KRR1-interacting protein involved in 40S ribosome biogenesis
6832	61	DEAD box RNA helicase (RH26)
487	61	KOG1253 tRNA methyltransferase
7804	61	DNA binding / DNA-directed RNA polymerase
1770	61	KOG0121 Nuclear cap-binding protein complex, subunit CBP20
5731	61	KOG3073 Protein required for 18S rRNA maturation and 40S ribosome biogenesis
1456	54	KOG0838 RNA Methylase, SpoU family
4501	54	KOG0924 mRNA splicing factor ATP-dependent RNA helicase
3457	54	KOG3064 RNA-binding nuclear protein (MAK16) containing a distinct C4 Zn-finger
423	54	KOG0433 Isoleucyl-tRNA synthetase
5462	54	KOG0603 Ribosomal protein S6 kinase
4689	54	KOG0333 U5 snRNP-like RNA helicase subunit
7951	54	KOG0048 Transcription factor, Myb superfamily
6894	54	KOG2054 Nucleolar RNA-associated protein (NRAP)
5351	54	KOG1801 tRNA-splicing endonuclease positive effector (SEN1)
4745	54	RNA binding
3183	54	KOG4213 RNA-binding protein La
5690	111	DNA-directed RNA polymerase II, putative
6054	111	pseudouridine synthase family protein
7993	111	KOG0302 Ribosome Assembly protein
1475	111	KOG1896 mRNA cleavage and polyadenylation factor II complex, subunit CFT1
4021	67	GL3 (GLABRA 3); transcription factor
6485	67	TRFL6 (TRF-LIKE 6); DNA binding / transcription factor
5403	67	DNA topoisomerase family protein
3045	67	PAB5 (POLY(A)-BINDING PROTEIN); RNA binding
2097	67	SPDS1 (SPERMIDINE SYNTHASE 1)
6271	67	KOG4008 rRNA processing protein RRP7
7209	29	KOG0147 Transcriptional coactivator CAPER (RRM superfamily)
6152	29	KOG3293 Small nuclear ribonucleoprotein (snRNP)
836	29	KOG0466 Translation initiation factor 2, gamma subunit (eIF-2gamma; GTPase)
4540	29	KOG3045 Predicted RNA methylase involved in rRNA processing
5349	29	pseudouridylate synthase
1258	29	KOG2102 Exosomal 3'-5' exoribonuclease complex, subunit Rrp44/Dis3
6259	29	tRNA/rRNA methyltransferase (SpoU) family protein
158	29	nonsense-mediated mRNA decay NMD3 family protein
6253	29	DRH1 (DEAD box RNA helicase 1)
2563	29	KOG2553 Pseudouridylate synthase
1140	29	KOG0343 RNA Helicase
7060	42	KOG2738 Putative methionine aminopeptidase
5502	42	KOG2809 Telomerase elongation inhibitor/RNA maturation protein PINX1
7032	42	KOG1855 Predicted RNA-binding protein
5987	42	KOG3909 Queuine-tRNA ribosyltransferase
7474	42	KOG2793 Putative N2,N2-dimethylguanosine tRNA methyltransferase
874	42	ADK1 (ADENYLATE KINASE 1); adenylate kinase
6533	42	KOG2809 Telomerase elongation inhibitor/RNA maturation protein PINX1
312	42	DEAD box RNA helicase, putative (RH20)
6888	42	RNA cyclase family protein
211	42	DEAD/DEAH box helicase, putative (RH10)
4980	92	APUM23 (ARABIDOPSIS PUMILIO 23); RNA binding
4018	92	nucleolar protein, putative
2930	92	KOG2187 tRNA uracil-5-methyltransferase
1629	92	KOG3492 Ribosome biogenesis protein NIP7
3311	92	KOG1070 rRNA processing protein Rrp5
7136	92	DEAD/DEAH box helicase, putative
5801	92	APUM24 (ARABIDOPSIS PUMILIO 24); RNA binding
5824	92	KOG2038 CAATT-binding transcription factor
1732	92	KOG0272 U4/U6 small nuclear ribonucleoprotein Prp4

Transcription and mRNA processing (RNA polymerase, snoRP, RNA splicing, RNA methylase, RNA helicase), Ribosome biogenesis, tRNA and translation

6082	80	KOG3115 Methyltransferase-like protein
5955	80	KOG0148 Apoptosis-promoting RNA-binding protein TIA-1/TIAR
486	80	RBM28, rna-binding protein 28 (rna-binding motif protein 28)
2247	80	KOG0343 RNA Helicase
2224	80	KOG1098 Putative SAM-dependent rRNA methyltransferase SPB1
157	28	RNA binding / tRNA (guanine-N2-)-methyltransferase
376	28	dihydrouridine synthase family protein
2911	28	KOG1926 Predicted regulator of rRNA gene transcription (MYB-binding protein)
365	28	KOG1882 Transcriptional regulator SNIP1, contains FHA domain
2070	28	KOG1562 Spermidine synthase
7415	28	40S ribosomal protein S12 (RPS12C)
3297	28	KOG3051 RNA binding/translational regulation protein of the SUA5 family
5306	28	KOG2102 Exosomal 3'-5' exoribonuclease complex, subunit Rrp44/Dis3
7507	12	KOG4661 Hsp27-ERE-TATA-binding protein
3581	12	KOG2529 Pseudouridine synthase
2944	12	KOG1919 RNA pseudouridylate synthases
47	12	KOG0924 mRNA splicing factor ATP-dependent RNA helicase
7680	12	KOG2793 Putative N2,N2-dimethylguanosine tRNA methyltransferase

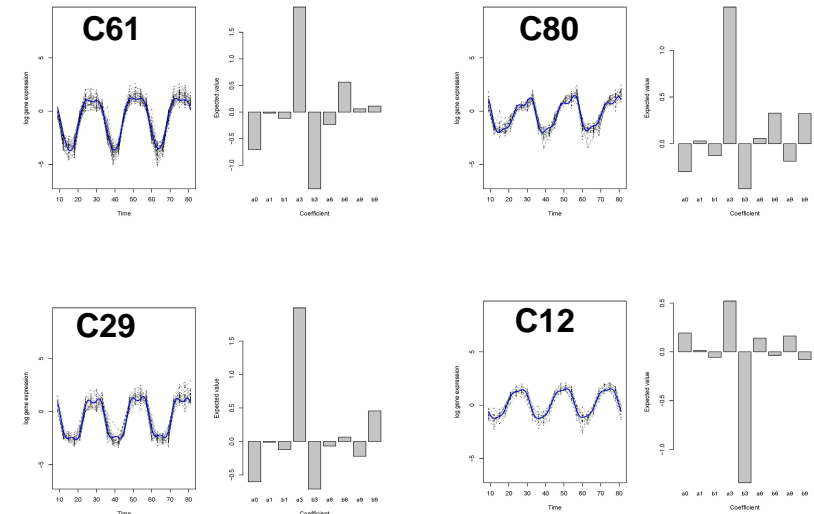

Coregulation of genes involved in basic transcription machinery during the night. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Bottom right: The main BFC profiles and coefficients are shown. Note that clusters 61, 54, 111 and 67, clusters 29 and 92 as well as clusters 80 and 28 have almost identical profiles and for convenience only one profile (e.g. 61) is shown.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 4 — Clusters of genes involved in protein synthesis including translation regulators, tRNA and amino acid biosynthesis around dawn. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles are shown. Note that clusters 39 and 107 have nearly identical profiles.

Additional File 4

Translation factors , amino acid synthesis, tRNA synthesis, ribosome biogenesis and transcription

Feat Num	BFC	Gene description
4992	39	methionine--tRNA ligase, putative / methionyl-tRNA synthetase, putative
4471	39	KOG2240 RNA polymerase II general transcription factor BTF3
8027	39	KOG0628 Aromatic-L-amino-acid/L-histidine decarboxylase
932	39	KOG4492 Chorismate synthase
3437	39	KOG0401 Translation initiation factor 4F,(eIF-4G)
5511	39	translation initiation factor IF-2, chloroplast, putative
6979	39	KOG0433 Isoleucyl-tRNA synthetase
3921	39	translation initiation factor 3 (IF-3) family protein
6395	39	aspartate/glutamate/uridylate kinase family protein
5130	39	KOG2072 Translation initiation factor 3, subunit a (eIF-3a)
2278	39	KOG1801 tRNA-splicing endonuclease positive effector (SEN1)
6326	39	KOG1801 tRNA-splicing endonuclease positive effector (SEN1)
5015	39	KOG0556 Aspartyl-tRNA synthetase
7079	39	KOG1885 Lysyl-tRNA synthetase (class II)
5302	39	KOG3677 RNA polymerase I-associated factor - PAF67
6634	39	KOG1560 Translation initiation factor 3, subunit h (eIF-3h)
4772	39	KOG4655 U3 small nucleolar ribonucleoprotein (snoRNP) component
1197	39	KOG2436 Acetylglutamate kinase/acetylglutamate synthase
6767	39	KOG4163 Prolyl-tRNA synthetase
5791	39	KOG2314 Translation initiation factor 3, subunit b (eIF-3b)
3201	39	60S ribosomal protein L23 (RPL23B)
203	39	SSR16 (ribosomal protein S16); structural constituent of ribosome
474	39	tRNA pseudouridine synthase family protein
1675	107	KOG2975 Translation initiation factor 3, subunit f (eIF-3f)
7489	107	KOG0401 Translation initiation factor 4F, ribosome/ (eIF-4G)
1289	107	KOG2072 Translation initiation factor 3, subunit a (eIF-3a)
5888	107	ribosomal protein L1 family protein
4107	107	KOG3499 60S ribosomal protein L38
6788	107	APG3 (ALBINO AND PALE GREEN); translation release factor
2545	107	APUM12 (ARABIDOPSIS PUMILIO 12); RNA binding
5547	115	KOG0257 Kynurenine aminotransferase, glutamine transaminase K
5963	115	KOG1579 Homocysteine S-methyltransferase
6463	115	KOG4175 Tryptophan synthase alpha chain
5339	115	KOG1637 Threonyl-tRNA synthetase

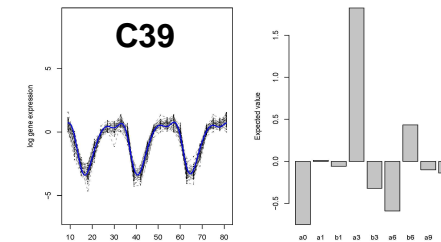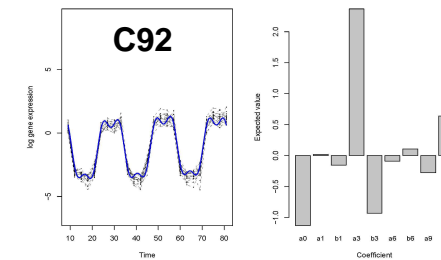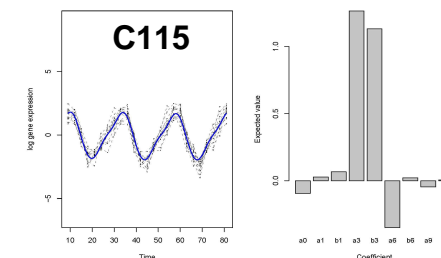

Clusters of genes involved in protein synthesis including translation regulators, tRNA and amino acid biosynthesis around dawn. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles are shown. Note that clusters 39 and 107 have nearly identical profiles.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 5 — Coregulation of DNA replication and DNA repair genes at the end of the light period. S Phase BFC Clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 41, 64 and 87 as well as clusters 57 and 116, clusters 46, 122 and 129 have nearly identical profiles.

Additional data file 5

DNA replication, DNA repair, chromosome structure, histone and chromatin remodelling, cell cycle control, organelles division, transcription

Feat Num	BFC	Gene description
7024	41	KOG2011 Sister chromatid cohesion complex Cohesin, subunit STAG/IRR1/SCC3
6006	41	KOG0386 Chromatin remodeling complex SWI/SNF, component SWI2)
7990	41	KOG2543 Origin recognition complex, subunit 5
4965	41	KOG1513 Nuclear helicase MOP-3/SNO (DEAD-box superfamily)
5441	41	KOG4603 TBP-1 interacting protein
2614	41	KOG1978 DNA mismatch repair protein - MLH2/PMS1/Pms2 family
5851	41	FTSZ1-1 (FtsZ1-1); structural molecule
2271	41	KOG1625 DNA polymerase alpha-primase complex, polymerase-associated subunit B
3595	41	KOG3108 Single-stranded DNA-binding replication protein A (RPA), medium (30 kD) subunit
6779	41	nucleotide binding
5453	64	KOG3125 Thymidine kinase
3411	64	KOG0481 DNA replication licensing factor, MCM5 component
347	64	KOG3265 Histone chaperone involved in gene silencing
7195	64	PCNA1 (PROLIFERATING CELLULAR NUCLEAR ANTIGEN)
3821	64	ATR (ATAXIA TELANGIECTASIA-MUTATED AND RAD3-RELATED)
5298	64	EMB2411 (EMBRYO DEFECTIVE 2411); ATP-dependent DNA helicase
6286	64	KOG0969 DNA polymerase delta, catalytic subunit
748	64	KOG2299 Ribonuclease HI
7630	64	ARID/BRIGHT DNA-binding domain-containing protein
7526	87	KOG0481 DNA replication licensing factor, MCM5 component
7654	87	KOG2851 Eukaryotic-type DNA primase, catalytic (small) subunit
1998	57	MFP1 (MAR BINDING FILAMENT-LIKE PROTEIN 1)
8049	57	KOG1525 Sister chromatid cohesion complex Cohesin, subunit PDS5
2893	57	ATRAD17 (RADIATION SENSITIVE)
305	57	KOG2807 RNA polymerase II transcription initiation/nucleotide excision repair factor TFIIH
8051	57	KOG0968 DNA polymerase zeta, catalytic subunit
1266	57	MYB3R-5 (myb domain protein 3R-5); DNA binding / transcription factor
2012	116	KOG0996 Structural maintenance of chromosome protein 4 (Condensin, subunit C)
4534	116	WEE1 (Arabidopsis wee1 kinase homolog); kinase/ protein kinase
1785	116	KOG3786 RNA polymerase II accessory factor Cdc7p3
3244	116	KOG4373 Predicted 3'-5' exonuclease
6438	116	ERCC1 (UV REPAIR DEFICIENT 7)
5055	46	KOG1112 Ribonucleotide reductase, alpha subunit
4903	46	ARC5 (ACCUMULATION AND REPLICATION OF CHLOROPLAST 5); GTP binding / GTPase
5585	46	KOG1744 Histone H2B
3730	46	CDKB (CDC2-LIKE GENE) kinase
4507	122	histone H3.2
1916	122	MFP1 (MAR BINDING FILAMENT-LIKE PROTEIN 1)
7336	122	kinesin motor protein-related
3193	129	KOG0642 Cell-cycle nuclear protein, contains WD-40 repeats
7574	129	KOG0220 Mismatch repair ATPase MSH4 (MutS family)
2589	129	KOG4109 Histone H3 (Lys4) methyltransferase complex, subunit CPS25/DPY-30
3608	129	KOG0851 Single-stranded DNA-binding replication protein A (RPA), large (70 kD)
3410	109	ARC6 (ACCUMULATION AND REPLICATION OF CHLOROPLASTS 6)
2185	109	KOG0386 Chromatin remodeling complex SWI/SNF, component SWI2 (DNA/RNA helicase)
6362	109	KOG2519 5'-3' exonuclease
6318	109	KOG0481 DNA replication licensing factor, MCM5 component
1466	109	KOG2097 Predicted N6-adenine methylase involved in transcription regulation
1228	102	cell division cycle protein 48-related / CDC48-related
3242	102	KOG1513 Nuclear helicase MOP-3/SNO (DEAD-box superfamily)

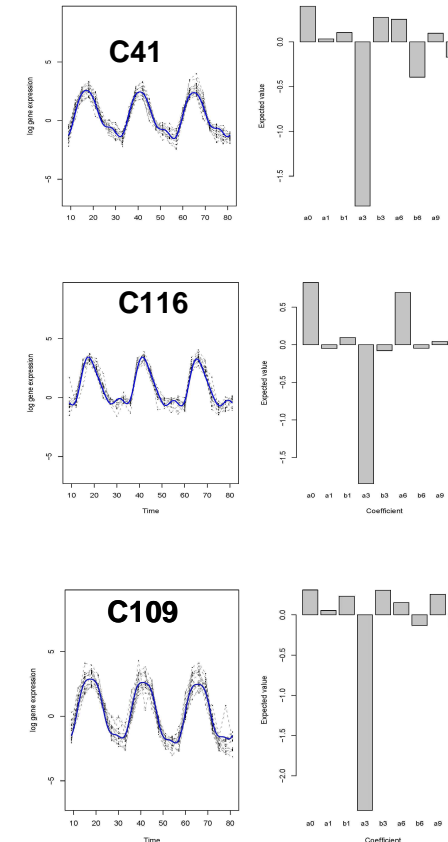

Coregulation of DNA replication and DNA repair genes at the end of the light period. S Phase BFC Clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 41, 64 and 87 as well as clusters 57 and 116, clusters 46, 122 and 129 have nearly identical profiles.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192

Additional data file 6

Oxidative stress, carotenoids biosynthesis, DNA repair and remodelling, photosynthesis and lipid metabolism

Feat Num	BFC	Gene description
2303	85	thioredoxin-related
4249	85	ACCELERATED CELL DEATH 1, PHEOPHORBIDE A OXYGENASE
5831	85	ATF1/TRXF1 (THIOREDOXIN F-TYPE 1)
2506	85	KOG0191 Thioredoxin/protein disulfide isomerase
3791	85	thylakoid lumen 18.3 kDa protein
2186	85	NPQ1 (NON-PHOTOCHEMICAL QUENCHING 1)
3897	27	UVR3 (UV REPAIR DEFECTIVE 4)
6562	27	photosystem II protein M
2550	27	ATMINE1 (ARABIDOPSIS HOMOLOGUE OF BACTERIAL MINE 1)
143	27	CSD2 (COPPER/ZINC SUPEROXIDE DISMUTASE 2)
7017	7	FORMAMIDOPYRIMIDINE-DNA GLYCOSYLASE 1,
807	7	DNA cross-link repair protein-related
2184	7	CHR17 (CHROMATIN REMODELING FACTOR17); DNA-dependent ATPase
2538	7	DEAD/DEAH box helicase, putative (RH22)
3014	7	ATR2 (ARABIDOPSIS P450 REDUCTASE 2)
7850	7	violaxanthin de-epoxidase-related
7938	7	GPPS (GERANYLPYROPHOSPHATE SYNTHASE)
6921	7	ATERS/ERS/OVA3 (OVULE ABORTION 3); glutamate-tRNA ligase
3607	7	PGR5 (PROTON GRADIENT REGULATION 5)
7870	24	KOG4720 Ethanolamine kinase
7800	24	KOG4254 Phytoene desaturase
6238	24	ABA1 (ABA DEFICIENT 1); zeaxanthin epoxidase
4791	24	HEMA1; glutamyl-tRNA reductase
4877	24	KOG1336 Monodehydroascorbate/ferredoxin reductase
7861	24	KOG4232 Delta 6-fatty acid desaturase/delta-8 sphingolipid desaturase
7480	76	FAD2 (FATTY ACID DESATURASE 2); delta12-fatty acid dehydrogenase
6483	76	KOG1737 Oxysterol-binding protein
6947	76	KOG1285 Beta, beta-carotene 15,15'-dioxygenase
4703	76	CLB6 (CHLOROPLAST BIOGENESIS 6)
1285	76	PDE149 (PIGMENT DEFECTIVE 149)
5231	76	FAD2 (FATTY ACID DESATURASE 2); delta12-fatty acid dehydrogenase

Cluster of genes involved in photoprotection, defence against oxidative stress and DNA repair around midday. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown.

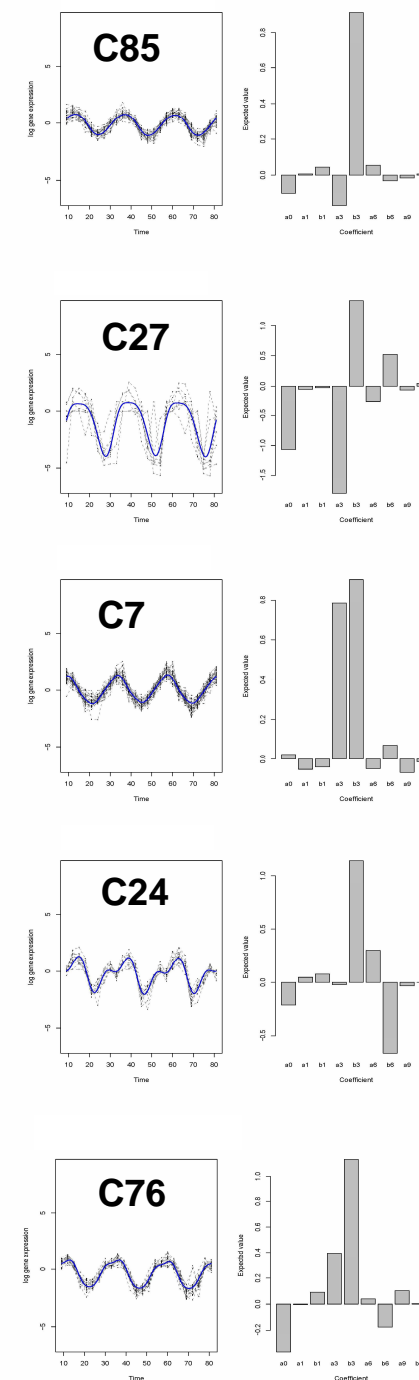

**Supplement:** Additional file 6 — Cluster of genes involved in photoprotection, defence against oxidative stress and DNA repair around midday. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 7 — Coregulation of genes involved in mitosis at dusk. Mitotic BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 71 and 49 as well as clusters 104 and 36 have nearly identical profiles.

Additional data file 7

Cytoskeleton, regulatory kinases, DNA replication and repair, chromosome structure, secretion, oxidative stress and iron

Feat Num	BFC	Gene description
6489	71	KOG2328 Chromosome condensation complex Condensin, subunit H
4976	71	KOG0414 Chromosome condensation complex Condensin, subunit D2
7432	71	ATORC1B/ORC1B/UNE13 (ORIGIN OF REPLICATION COMPLEX 1B)
4436	71	CHR24 (chromatin remodeling 24); ATP binding / DNA binding / helicase
388	71	KOG1068 Exosomal 3'-5' exoribonuclease complex, subunit Rrp41 and related exoribonucleases
3924	71	ATK2 (ARABIDOPSIS THALIANA KINESIN 2); microtubule motor
5956	71	KOG0517 Beta-spectrin
7691	71	KOG2464 Serine/threonine kinase (haspin family)
788	71	POK1 (PHRAGMOPLAST ORIENTING KINESIN 1); microtubule motor
790	71	KOG1433 DNA repair protein RAD51/RHP55
4287	71	ATK5 (Arabidopsis thaliana kinesin 5); microtubule motor
4259	71	KOG0192 Tyrosine kinase specific for activated (GTP-bound) p21cdc42Hs
4784	71	ATEB1C (MICROTUBULE END BINDING PROTEIN 1); microtubule binding
6717	71	KOG2084 Predicted histone tail methylase containing SET domain
1967	49	CYCB2;2 (CYCLIN B2;2); cyclin-dependent protein kinase regulator
1146	49	KOG0161 Myosin class II heavy chain
7911	49	KOG2058 Ypt/Rab GTPase activating protein
2707	49	KOG2025 Chromosome condensation complex Condensin, subunit G
6733	104	KOG2510 SWI-SNF chromatin-remodeling complex protein
5593	104	KOG0161 Myosin class II heavy chain
1088	104	CKS1 (CDK-SUBUNIT 1); cyclin-dependent protein kinase
5330	104	ATAUR1 (ATAURORA1); histone serine kinase(H3-S10 specific) / kinase/ protein serine/threonine kinase
7755	104	KOG0192 Tyrosine kinase specific for activated (GTP-bound) p21cdc42Hs
7463	36	KOG0239 Kinesin (KAR3 subfamily)
3385	36	SMC2 (STRUCTURAL MAINTENANCE OF CHROMOSOMES 2)
8020	77	KOG1651 Glutathione peroxidase
5409	77	KOG2065 Gamma-tubulin ring complex protein
5342	77	KOG0916 1,3-beta-glucan synthase/callose synthase catalytic subunit
3275	77	KOG0605 NDR and related serine/threonine kinases
4264	77	KOG0819 Annexin
5069	77	MOR1 (MICROTUBULE ORGANIZATION 1)
2312	62	KOG0239 Kinesin (KAR3 subfamily)
7847	62	APX1 (ASCORBATE PEROXIDASE 1, MATERNAL EFFECT EMBRYO ARREST 6)
2795	62	KOG1003 Actin filament-coating protein tropomyosin
1181	25	KOG1010 Rb (Retinoblastoma tumor suppressor)-related protein
2326	25	ferredoxin family protein
2886	25	KOG0578 p21-activated serine/threonine protein kinase
4001	25	LEM3 (ligand-effect modulator 3) family protein / CDC50 family protein
5633	25	ATFER3 (FERRITIN 3); ferric iron binding
1318	25	MSH6 (MUTS HOMOLOG 6-1)

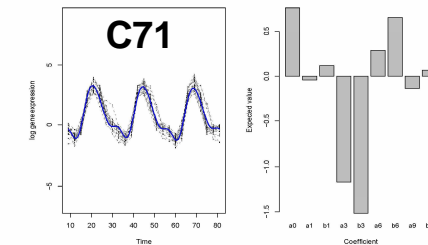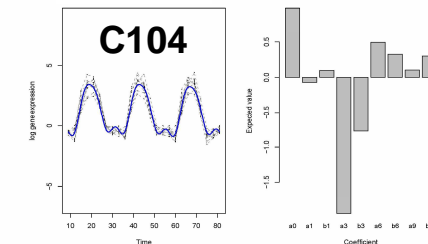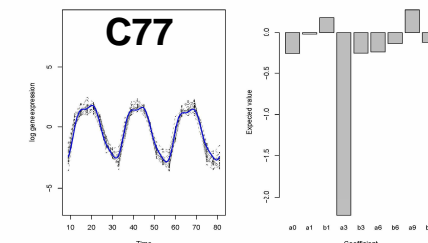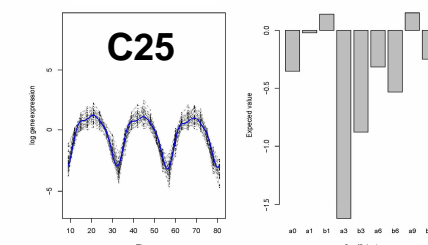

Coregulation of genes involved in mitosis at dusk. Mitotic BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 71 and 49 as well as clusters 104 and 36 have nearly identical profiles.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 8 — Late night clusters of genes involved in chloroplast biogenesis, pigment biosynthesis, lipid biosynthesis and metabolism. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 33 and 6 have nearly identical profiles.

Additional data file 8

Chloroplast biogenesis and chlorophyll biosynthesis/degradation, lipid metabolism carotenoids biosynthesis, metabolism

Feat Num	BFC	Gene description
6521	33	3-oxoacyl-(acyl-carrier protein) reductase, chloroplast
4009	33	CHL12; magnesium chelatase
4579	33	geranylgeranyl reductase
5495	33	KAS I (3-KETOACYL-ACYL CARRIER PROTEIN SYNTHASE I)
3943	33	KOG4232 Delta 6-fatty acid desaturase/delta-8 sphingolipid desaturase
5411	33	PRK (PHOSPHORIBULOKINASE)
897	33	LPD1 (LIPOAMIDE DEHYDROGENASE 1)
1506	33	fructose-bisphosphate aldolase, putative
5664	33	GC1 (GIANT CHLOROPLAST 1); catalytic/ coenzyme binding
6389	33	CH1 (CHLORINA 1); chlorophyll a oxygenase
4564	33	cytochrome b6
5066	33	TIM (TRIOSEPHOSPHATE ISOMERASE)
2820	33	GcpE (CHLOROPLAST BIOGENESIS 4)
3625	33	KOG3773 Adiponutrin and related vesicular transport proteins
1001	33	ACD1 (ACCELERATED CELL DEATH 1, PHEOPHORBIDE A OXYGENASE)
1021	33	GGPS1 (GERANYLGERANYL PYROPHOSPHATE SYNTHASE 1)
6294	33	APE1 (ACCLIMATION OF PHOTOSYNTHESIS TO ENVIRONMENT)
6278	33	FAB1 (FATTY ACID BIOSYNTHESIS 1); fatty-acid synthase
202	33	ATSS3 (STARCH SYNTHASE 3); starch synthase/ transferase
3207	33	KOG1448 Ribose-phosphate pyrophosphokinase
182	33	KOG1470 Phosphatidylinositol transfer protein PDR16 and related proteins
875	6	KOG1458 Fructose-1,6-bisphosphatase
7194	6	RPE (EMBRYO DEFECTIVE 2728); ribulose-phosphate 3-epimerase
1808	6	LUT1 (LUTEIN DEFICIENT 1); oxygen binding
267	6	KOG4153 Fructose 1,6-bisphosphate aldolase
3775	6	PDS3 (PHYTOENE DESATURASE)
5757	6	3,8-divinyl protochlorophyllide a 8-vinyl reductase

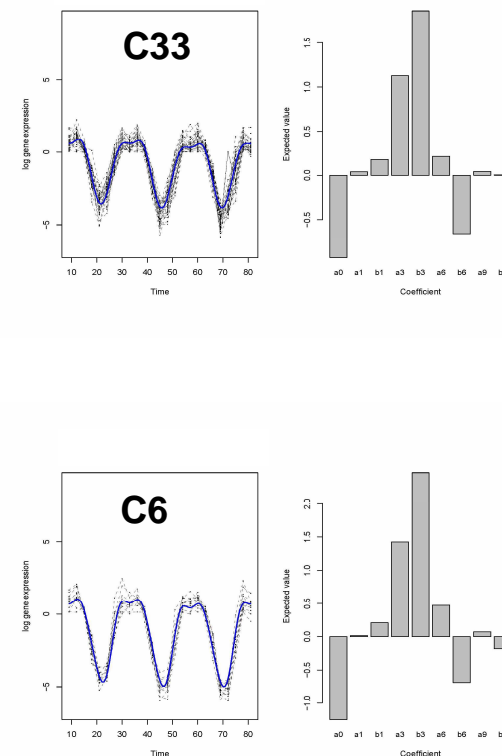

Late night clusters of genes involved in chloroplast biogenesis, pigment biosynthesis, lipid biosynthesis and metabolism. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Right: The main BFC profiles and coefficients are shown. Note that clusters 33 and 6 have nearly identical profiles.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192

Additional data file 9

Chlorophyll and photosystem biosynthesis, lipid metabolism

Feat Num	BFC	Gene description
450	26	KOG2872 Uroporphyrinogen decarboxylase
6703	26	HEMB1; porphobilinogen synthase
7529	26	HEMB1; porphobilinogen synthase
6976	26	LIN2 (LESION INITIATION 2); coproporphyrinogen oxidase
6175*	26	lil3 protein, putative
1865*	26	CHLD/PDE166 (PIGMENT DEFECTIVE 166); magnesium chelatase
5212	26	PSBO-2/PSBO2 (PHOTOSYSTEM II SUBUNIT O-2); oxygen evolving
5099	26	GSA2 (GLUTAMATE-1-SEMIALDEHYDE 2,1-AMINOMUTASE 2)
1047	26	GSA2 (GLUTAMATE-1-SEMIALDEHYDE 2,1-AMINOMUTASE 2)
4368	13	PORA (Protochlorophyllide reductase A)
6791	13	CH1 (CHLORINA 1); chlorophyll a oxygenase
67	13	HEME1; uroporphyrinogen decarboxylase
2951	112	LHCA2 (Photosystem I light harvesting complex gene 2)
4633	112	LHCA2 (Photosystem I light harvesting complex gene 2)
4297	112	PSBY (photosystem II BY)
2720	112	PSBP-2 (photosystem II subunit P-2); calcium ion binding
4520	31	LHCA1
691	31	PSAD-2 (photosystem I subunit D-2)
166	31	LHCB4.3 (LIGHT HARVESTING COMPLEX PSII); chlorophyll binding
3323	9	FLU (FLUORESCENT IN BLUE LIGHT); binding
4040	9	LPA1 (LOW PSII ACCUMULATION1); binding
1049	9	thylakoid lumen 15.0 kDa protein
1440	88	photosystem II reaction center W (PsbW) protein-related
4983	88	plastid-lipid associated protein PAP / fibrillin family protein
7663	88	photosystem II family protein
6306	88	CIP1 (COP1-INTERACTIVE PROTEIN 1)
1270	88	family II extracellular lipase, putative

Afternoon genes involved in Chlorophyll and Photosystem proteins biosynthesis. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Right: The main BFC profiles and coefficients are shown. Note that clusters 26 and 13 as well as clusters 112 and 31 have nearly identical profiles.

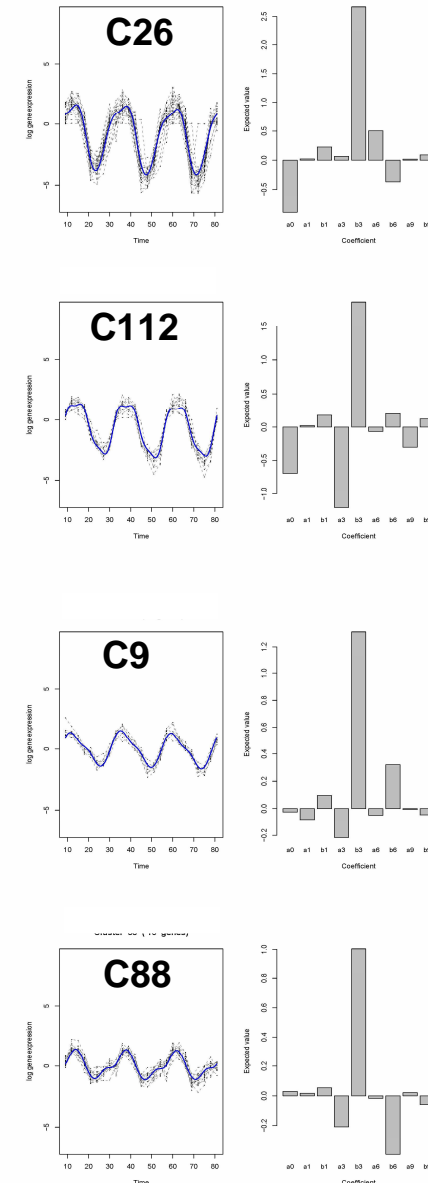

**Supplement:** Additional file 9 — Afternoon genes involved in Chlorophyll and Photosystem proteins biosynthesis. BFC clusters from 2038 gene probes selected after PCA. Each colour corresponds to a biological process. Feature Number (Feat Num), BFC cluster number (BFC). Stars indicate two probes corresponding to two Feature Numbers associated to a single gene in the final annotation. Right: The main BFC profiles and coefficients are shown.

# Supplementary material for: Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles
**Source:** BMC Genomics. 2010 Mar 22;11:192. doi: 10.1186/1471-2164-11-192
**Supplement:** Additional file 10 — Transcriptional regulations of transcription factors. (A) Hierarchical clustering of 170 expressed transcription factors. (B) Transcription patterns of expression of CCAAT HAP3/HAP5 transcription factors.

## Additional data file 10

### Transcription factors (170)

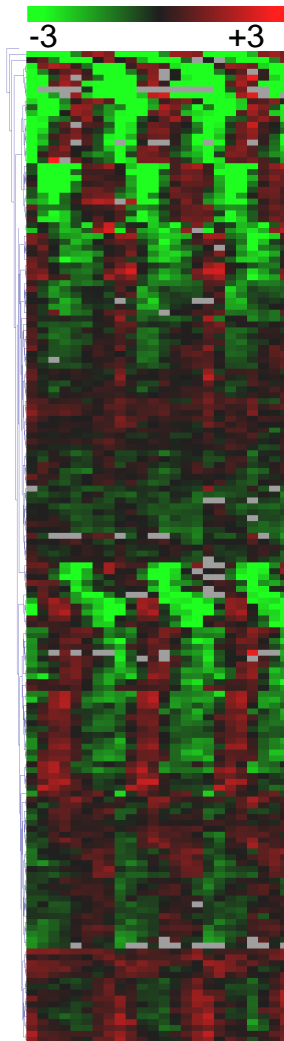

### CCAAT HAP3/HAP5

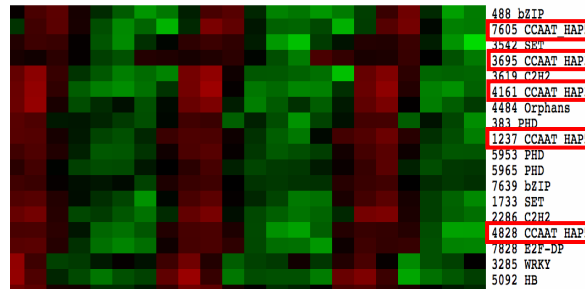

**Transcriptional regulations of transcription factors. (A)** Hierarchical clustering of 170 expressed transcription factors. **(B)** Transcription patterns of expression of CCAAT HAP3/HAP5 transcription factors.

How the deposited data were processed for this re-analysis (not part of the article)

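The scanner intensity values were deposited as the authors' image software wrote them: mean brightness of each spot and median local background in both channels, neither subtracted nor normalized. The log2 values were deposited by the authors as 1 ratio of sample to pool per probe and sample, after print-tip loess within arrays, Gquantile between arrays and the median of the technical triplicate.

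From the intensities, background was removed with normexp (offset 50), ratios were normalized by print-tip loess and scaled with Gquantile in limma, and the median of the 3 technical replicates was kept. Probes with data in at least 30% of the samples were tested. A fold is marked "near background" where the median signal at the lowest time point is under 2.6 times the local background, as for 88 of the 232 named probes; its size then depends on the background step. This mark was added after the values were seen, because the scanner's own flag for signals well above background is set on 99.99% of test-channel values and so separates nothing. Time of day was tested with a moderated F statistic in limma, with the kinetic as a block, and rhythm with a 24-h cosine in the same model; p values were adjusted by Benjamini and Hochberg over all tested probes, and a count adjusted over the list alone stands beside each list count. Gene groups were tested with camera in limma, with a preset correlation and again with an estimated one. The times tested for each group came from the phase the paper states, which it found on these same samples. A pass at those times is therefore not independent evidence of the phase. A group's background is the described probes only, since gene descriptions are held only for probes the authors had selected by ANOVA. Of those 6822 probes, 6811 passed the time-of-day test here. Near-complete rhythmic counts in a group therefore follow largely from that selection. Tests on chromosomes used Fisher's exact test and permutation. Software was R 4.3.3, limma 3.58.1 and data.table 1.17.8.

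Gene names are those the deposited annotation gives, from matches to KOG classes and to Arabidopsis proteins, so a name is that of another species' match. Gene order, and the chromosome used in the chromosome tests, came from the RefSeq annotation of O. tauri strain RCC4221. To it 5925 genes and 7009 probes matched, and for 97 probes the chromosome of the ID differs from the one given there. Genes named at the claims are those the paper names, the 10 largest cosine amplitudes with peaks within 3 h in all kinetics, up to 4 of the largest per gene group, the 5 largest differences between light and dark each way, and the 3 lowest p values between Time 9 of day 2 and of day 1.

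Kinetic numbers pair samples across time points, because each kinetic is one culture: after the time-point mean was removed, 92 of 108 pairs of samples of one kinetic correlated above 0.1, against a median r of -0.184 between kinetics. The ratios computed here correlated with the authors' deposited log2 ratios at r = 0.978 with a slope of 0.838, and at r = 0.996 when the background was plainly subtracted. The alternatives, apart from the fit without the dim slides, were fixed before the data were examined.

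On simulated profiles of 7819 probes, with normal noise of each probe's own residual SD, the cosine test found 77.5, 97.5 and 99.5% of rhythms with a log2 amplitude of 0.25, 0.5 and 1, with median errors of the peak time of 0.452, 0.263 and 0.108 h, and the time-of-day test found 62.5, 93.5 and 99.5%. A shift of log2 0.5 between the Time 9 samples of both days was found for 54% of probes and a shift of 1 for 96%. With no simulated effect no probe passed in limma (0 calls in each of 4 tests). Calls at an unadjusted p under 0.05 were not counted. The noise was drawn independently for each probe and sample, apart from a constant offset per probe and kinetic. Real samples of a kinetic share deviations (median r of 0.310), so these rates need not hold for the real data.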

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

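None of the tests on single samples was chosen after its result was seen. Time 9 is the one time of day with 6 samples, and each was compared there with the other 5 on 125 measures with Dixon's ratio; 13 measures passed, and chance alone passes about 1 in 20.

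In kinetic 1 the second Time 9 sample stood apart for 4 S-phase genes: ribonucleotide reductase had a log2 ratio of -3.19 (-4.44 to -4.25 in the others), DNA polymerase zeta -3.26 (-4.53 to -4.08 in the others), the origin protein ORC5 -1.23 (-2.48 to -2.10 in the others) and the cohesin SCC3 -1.10 (-2.71 to -2.18 in the others). These genes are near their daily low at Time 9 and were less low in that sample. Across probes, that sample also had the lowest mean correlation with the other Time 9 samples, 0.799 (0.875 to 0.921 in the others). This was just short of the critical ratio. That sample gave 7 of the 13 measures that passed. A difference specific to S-phase genes is therefore not shown. No common direction was tested. Without passing, other replication, cohesion and repair genes were also highest in that sample: DNA primase -1.70 (-3.20 to -2.63 in the others), just short of the critical ratio, thymidine kinase -0.12 (-1.22 to -0.64 in the others), one MCM5 probe -0.23 (-1.22 to -0.73 in the others), DNA polymerase alpha -2.31 (-3.02 to -2.55 in the others), the cohesin PDS5 -2.19 (-2.86 to -2.43 in the others) and the PMS1 gene -0.73 (-1.64 to -1.10 in the others). RAD17 lay lower there than in the others (-3.89), also without passing, and PCNA and the other MCM5 probes were most apart in other samples. The chloroplast division gene FtsZ1 (-0.43 (-2.48 to -1.88 in the others)) and the superoxide dismutase CSD2 (0.23 (-0.88 to -0.47 in the others)) went up the same way, while tryptophan synthase alpha went down (0.19 (0.90 to 1.01 in the others)).

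On day 1 the same kinetic differed for SEC61 gamma (0.41 (0.15 to 0.21 in the others)), RNA polymerase II (-1.06 (-0.75 to -0.57 in the others)) and the PRP31 gene Ot08g00450 (-0.97 (-0.46 to -0.23 in the others)). Kinetic 3 had ferritin at -1.58 (-2.64 to -2.34 in the others) on day 1, the sample whose pool channel was dim: its median pool signal was 136 against at least 270 in the others, and it had 1 saturated sample spot against 31 to 43. It was hybridized on one of the 3 slides of another slide series, all from kinetic 3.

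A signal also appeared in genes the paper does not analyse as a group. Proteasome genes, of which it lists single members, were higher in the light as a group, with adjusted p = 0.021 by camera and adjusted p = 0.35 with an estimated correlation. Up in the light were 33 of 51 probes and down 12, the same counts when adjusted over the list alone, with 25 of the 48 rhythmic probes within 3 h of the mean peak at Time 15.2 ± 0.86.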

How the results depend on the processing

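Only the fit without the dim slides of kinetic 3 was added after the data had been seen. The count of probes with an amplitude above log2 5 rose from 274 to 516 with plain subtraction of the background. It was 493 with the authors' deposited values and 486 with the range over single samples. Probes from 0 to 1 fell from 1419 to 759, 723 and 577 in that order. Leaving out 1 replicate gave 378 to 1280 from 0 to 1, with 5549 to 7162 probes past the study's threshold. Chromosome 19 changed direction, with 100% past the time-of-day test among probes above background (Fisher exact p = 1). Between the Time 9 samples, 122 probes were higher on day 2 with the authors' values, 82 higher and 158 lower with no replicate block, and leaving out 1 replicate gave 6 to 520 higher and 29 to 525 lower. The first component held 43.0% with the authors' values, 42.4 to 43.2% without 1 replicate, 43.1% without the dim slides and 46.1% unscaled, where the second held 22.4%. On chromosome 2 the first component held 43.5 to 45.0% without 1 replicate and 44.4% without the dim slides. The chromosome 2 odds ratio of peaks in the light ran over 0.563 to 0.654 without 1 replicate (Fisher exact p = 0.064 without the first) and was 0.652 with the slide series as a block (p = 0.053). The share peaking at Time 0 ran over 6.43 to 6.65% without 1 replicate and was 5.37% by the highest mean. No gene group kept its call when camera estimated the correlation: 0 of 16 for the peak window and 0 of 17 for light against dark. Over all alternatives the time-of-day test counted 6857 to 7597 probes, the 24-h cosine 6613 to 7190, higher in the light 2699 to 3276 and lower 2919 to 3465. The alternative without scaling between arrays was void, since that step leaves ratios unchanged (largest change 0), and the authors' second table holds the same values, so it was not run apart. The cause of these changes was not tested. Depth limits the faint probes: samples detected 4546 to 7039 probes at median signals of 3.44 to 16.1 times the background, and folds marked near background have no exact size.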

Differences from the paper's values

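Every alternative named here was set before the data were examined. The paper counts 537 probes with an amplitude above log2 5, against 274 here. Plain subtraction of the background, the authors' deposited values and the range over the 27 single samples come near it (516, 493 and 486); no background subtraction, global loess, the mean of technical replicates, probes above background only, no replicate block, plain ANOVA, the slide series as a block and leaving out any one replicate do not, with 247 to 341. In the authors' strong-rhythm set the paper has 535 and the value here is 264; the same 3 alternatives give 505, 488 and 463, and the others do not close the gap. For amplitudes of 1 to 2 in that set, the paper has 54 and 150 were found here, with 42, 46 and 50 by those 3 and no other alternative near.

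By class of amplitude the paper has 3 probes above 8, 34 from 7 to 8, 129 from 6 to 7, 374 from 5 to 6 and 682 from 0 to 1, against 1, 7, 79, 187 and 1419 here. The 3 alternatives give 4, 4 and 4 above 8, 35, 29 and 27 from 7 to 8, 137, 124 and 121 from 6 to 7, 340, 336 and 334 from 5 to 6 and 759, 723 and 577 from 0 to 1, in the order subtraction, authors' values, single samples. Leaving out replicate 1 also closes the classes above 8 (2) and from 6 to 7 (93), and leaving out replicate 3 the class from 0 to 1 (502). No other alternative closes any class. Only probes past the study's threshold enter the classes, and leaving out 1 replicate left 5549 to 7162 of them, against 7034. A smaller class from 0 to 1 can therefore come from probes that no longer pass, without any change of range.

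The paper's smallest cluster has 2 probes and the smallest deposited one 1, and its cluster 18 has 9 probes against 17 deposited; no alternative bears on either.

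Peak times read by eye from Figure 5A differ for some clusters: about 9.5 h in the paper against 5.68 h here for cluster 14, about 9.7 against 5.74 for cluster 18, about 9.7 against 6.18 for cluster 19 and about 9.2 against 5.36 for cluster 39. Only the time point with the highest mean, 9 h for each, closes these, and no change of processing does. Cluster 50 is at about 6.7 h in the figure and at 4.25 h here, which no alternative closes (highest mean at 3 h). Cluster 6 is at about 6.6 h there and at 10.0 h here, and no alternative brings them together: leaving out replicate 3 gives 9.78 h, less than 1.5 times the figure's value but still hours later, and the others, with the highest mean at 12 h, stay beyond that.

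Several statements differ in direction or rank. The paper's percentage of detected probes is lower than its own count gives, and 92.3% were detected here. It places the mitotic clusters 36, 62, 71 and 77 early in the light if its time is a time of day, and at light-off if it counts from the switch-on of the light; on the first reading they differ and on the second they come near, since they peaked at 19.8, 20.6, 21.3 and 18.3 h. Secretion genes are placed before the mitotic clusters, as they were here, in the night by the first reading and at Time 12 by the second. They peaked at 16.4 h, away from the first; on the second they come nearer, since their levels at Time 12 passed camera (adjusted p = 0.0068; 0.25 with an estimated correlation). Organelle ribosomal genes are placed after dawn. Their fitted peak was at 6.11 h, before it, while their highest mean was at Time 9, at dawn. Their levels at Times 9 and 12 passed camera (adjusted p = 1.6e-06, and 0.22 with an estimated correlation), which is nearer to the paper. The paper sets them against clusters 50 and 21, with genes of cytosolic ribosome biogenesis and RNA polymerase III. Those clusters had earlier fitted peaks here, at 4.25 and 4.10 h, against 5.68, 5.74 and 6.18 h for clusters 14, 18 and 19. The order of these clusters is thus that of the paper. Cytosolic ribosomal proteins as a keyword group, which is not the paper's comparison, had almost the same fitted peak as the organelle ones, at 6.05 h. Clusters 33 and 6 are called late-night clusters, with a phase that the same sentence counts from the switch-on of the light. Their fitted peaks were at 9.96 and 10.0 h, in the light. Most of their rise came in the dark, which is nearer to the paper. The mean log2 ratio went from -3.95 and -4.83 at Time 21 to 0.42 in both at Time 6. At Time 12 it was 0.84 and 0.83. The highest signals are ascribed to photosynthesis and ribosome structure, and 34 of the 50 highest here have no described gene. The described ones are nearer to the paper: 5 are cytosolic ribosomal, 1 organelle ribosomal and 1 of a photosystem, and PETC, RubisCo activase and phosphoribulokinase are among them, the last 2 by their Arabidopsis matches only. The paper's own list, of which 49 rows are held, has 9 cytosolic and 4 organelle ribosomal probes. Phytoene desaturase and zeaxanthin epoxidase are placed in cluster 7, and the deposited annotation has them in clusters 24 and 6. Genes of both parts of chromosome 2 are said to be expressed alike, and the odds ratio of peaks in the light, first against second part, was 0.612 (Fisher exact p = 0.030), with p above 0.05 without replicate 1 and with the slide series as a block. No obvious link is seen there between place on the chromosome and transcription. Neighbouring genes correlated at a mean of 0.0932 here, a small value that need not conflict with it.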

Other observations

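The tests of the gap at Time 0 and the test without the dim slides were chosen only after the result was seen. Reading peaks by the highest mean had been among the alternatives fixed beforehand. Its use as a test of the gap, with what it should show, was set afterwards.

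Energy metabolism is hardly treated in the paper. Respiration genes (30 of 33 rhythmic, 20 higher and 7 lower in the light, the same when adjusted over the list alone, peak at Time 12.6 ± 0.26) had their highest means at Times 9 and 12, although only 14 of the rhythmic probes peaked within 3 h of the mean peak, with a gamma subunit of ATP synthase (Ot09g01120) 8.59-fold higher at Time 12 than at Time 21 (log2 3.10 ± 0.21, SD, n = 3); its Arabidopsis match, ATPC1, is the chloroplast form, so the keyword list places it here only by name. Citric acid cycle genes (32 of 33 rhythmic, 18 higher and 12 lower in the light, 32, 19 and 12 adjusted over the list alone, peak at Time 19.2 ± 0.22) kept no clear common time, with a malate dehydrogenase (Ot03g00170) 32.5-fold higher at Time 15 than at Time 6 (log2 5.02 ± 0.22, near background at Time 6) that matches the peroxisomal form in Arabidopsis. Starch genes had no common time (46 of 49 rhythmic, 21 higher and 21 lower in the light, the same when adjusted over the list alone). Chaperones gave 101 of 114 rhythmic, 61 higher and 42 lower in the light, the same when adjusted over the list alone, and an HSP70 relative (Ot05g04510), which refolds proteins, was 40.5-fold higher at Time 3 than at Time 18 (log2 5.34 ± 0.14). Photoreceptor and clock genes gave 23 of 24 rhythmic, 12 higher and 10 lower in the light, the same when adjusted over the list alone, peak at Time 9.68 ± 0.10.

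The proteasome subunit RPN11 (Ot06g04230), which strips ubiquitin from proteins to be degraded, was 15.9-fold higher at Time 15 than at Time 3 (log2 3.99 ± 0.05, SD, n = 3) and peaked at Time 16.5 ± 0.033. A proteasome-like PCI protein (Ot12g01570) instead peaked at Time 5.85 ± 0.094. The gene described as condensin SMC4 (Ot06g01430) was 146-fold higher at Time 6 than at Time 18 (log2 7.19 ± 0.27) with light minus dark log2 -6.34 (standard error 0.13, adjusted p = 9.5e-20), and its probe is also similar to Arabidopsis SMC3. Another gene described as SMC4 (Ot03g03730, chosen after its values were seen) belongs to cluster 116, which peaked at Time 17.7. The myosin-like SMC protein Ot07g02400 peaked at Time 17.8 ± 0.094. Where 2 probes of one gene were both rhythmic, 32.3% of pairs peaked over 6 h apart.

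Few probes peaked at Time 0, 6.79% of rhythmic probes. One explanation is the centring of each array: without normalization 13.0% peaked there, which is consistent with it, and the un-normalized median ratio rose from log2 0.30 at Time 9 to 1.09 at Time 0. That level also follows labelling and scanner settings and does not measure mRNA content. A second explanation, the fitted cosine, is excluded, since only 5.37% had their highest mean at Time 0. A true pause of transcription remains possible, and RNA added to each sample in known amounts would tell these apart.

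Neighbouring genes had correlated profiles, with a mean of 0.0932. Related genes side by side are excluded as the whole cause, because pairs sharing no description gave 0.0874. One transcript reaching both genes is excluded as the whole cause by pairs more than 500 bases apart, at 0.0765; a part in it stays open, since closer pairs gave 0.101. Printing close together on the slide is excluded as the whole cause by pairs in different blocks, at 0.0968. Shared chromatin or promoters may explain the rest but were not tested, and the effect is small.

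Between Time 9 of day 2 and of day 1, 209 probes were higher and 262 lower, 466 of them with one sign in all kinetics and a median size of log2 0.64. Lowest p values belonged to undescribed genes: Ot02g07630 at log2 -1.14 (standard error 0.09), Ot14g00310 at -1.66 and Ot05g00320 at -2.47. The counts rest on single replicates: 6 were higher and 29 lower without replicate 2, 39 and 59 without replicate 3, and 520 and 525 without replicate 1. Without the dim slides of kinetic 3, 100% of these probes kept their sign, at an unadjusted p under 0.05 in limma. The probes had been picked on a fit that shares most of its samples, which favours this outcome. It is therefore only weak evidence against the dim slides as the whole cause. A sampling time slightly off the switch-on of the light stays open: 28.5% of the probes moved the way Time 12 differs from Time 6, between the shares set beforehand for a shift (at most 25% or at least 75%) and for none (40 to 60%). Growth of the culture over the day could also act and was not tested, and sampling both days at the same minute would separate these.

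Chance arrangements of the time points within each kinetic gave fewer calls than the real one: only 1 of 100, the real one itself, had as many in each of the 3 tests, so chance is excluded. For time of day the real count of 7512 compares with at most 1542, for the cosine 7155 with 3039, and for light against dark 6375 with 3022. At Time 9 the 10 possible splits of 6 samples are too few to give a share under 0.1, so the 471 probes against at most 19 in another split are given as values only.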
